# CXCL12 defines lung endothelial heterogeneity and promotes distal vascular growth

**DOI:** 10.1242/dev.200909

**Published:** 2022-10-31

**Authors:** Prashant Chandrasekaran, Nicholas M. Negretti, Aravind Sivakumar, Derek C. Liberti, Hongbo Wen, Maureen Peers de Nieuwburgh, Joanna Y. Wang, Nigel S. Michki, Fatima N. Chaudhry, Sukhmani Kaur, MinQi Lu, Annabelle Jin, Jarod A. Zepp, Lisa R. Young, Jennifer M. S. Sucre, David B. Frank

**Keywords:** Lung, Endothelium, Single-cell RNA sequencing, Mouse

## Abstract

There is a growing amount of data uncovering the cellular diversity of the pulmonary circulation and mechanisms governing vascular repair after injury. However, the molecular and cellular mechanisms contributing to the morphogenesis and growth of the pulmonary vasculature during embryonic development are less clear. Importantly, deficits in vascular development lead to significant pediatric lung diseases, indicating a need to uncover fetal programs promoting vascular growth. To address this, we used a transgenic mouse reporter for expression of *Cxcl12*, an arterial endothelial hallmark gene, and performed single-cell RNA sequencing on isolated *Cxcl12*-DsRed^+^ endothelium to assess cellular heterogeneity within pulmonary endothelium. Combining cell annotation with gene ontology and histological analysis allowed us to segregate the developing artery endothelium into functionally and spatially distinct subpopulations. Expression of *Cxcl12* is highest in the distal arterial endothelial subpopulation, a compartment enriched in genes for vascular development. Accordingly, disruption of CXCL12 signaling led to, not only abnormal branching, but also distal vascular hypoplasia. These data provide evidence for arterial endothelial functional heterogeneity and reveal conserved signaling mechanisms essential for pulmonary vascular development.

## INTRODUCTION

Transition of blood through the lungs for respiration is dependent on an intact and adequate pulmonary vascular tree. Disruption due to prematurity, congenital malformations, and injury results in a deficient vascular bed leading to sequelae such as edema, hypoxemia and pulmonary hypertension. Prevention of the long-term effects of these sequelae depends on efficient regeneration and re-initiation of vascular fetal programs to restore circulation and preserve gas exchange (Cao et al., 2016; Ding et al., 2011; Mammoto et al., 2019; McCulley et al., 2018; Rafii et al., 2015; Vila Ellis et al., 2020; Zhao et al., 2020). This coordinated repair effort is crucial for preventing significant morbidity and mortality. As such, studies identifying the cellular and molecular mechanisms of pulmonary vascular development may inform vascular regeneration following injury.

Growing evidence indicates that the endothelium of the pulmonary circulation is heterogeneous. Studies using single-cell RNA-sequencing analysis on the developing and adult lung have uncovered distinct endothelial subpopulations comprising arteries, veins, capillaries and lymphatics (Asosingh et al., 2021; Gillich et al., 2020; Guo et al., 2019; He et al., 2018; Negretti et al., 2021; Niethamer et al., 2020; Rodor et al., 2021; Saygin et al., 2020; Schupp et al., 2021; Travaglini et al., 2020; Vila Ellis et al., 2020; Zepp et al., 2021). In addition, insights from these studies suggest functional specialization of endothelium. In particular, alveolar capillaries are composed of two populations predicted to participate in respiration or regeneration after injury based on unique transcriptional profiles (Gillich et al., 2020; Niethamer et al., 2020; Vila Ellis et al., 2020). Unlike capillary endothelium, data are limited in the macrovasculature during development and in adult disease and homeostasis (Asosingh et al., 2021). Moreover, there are no data profiling subpopulations of arterial endothelium in the developing lung. Identification and characterization of distinct, functional arterial endothelial cell subtypes and their signaling mechanisms during development are necessary for understanding the processes of growth, branching, angiogenesis and vessel assembly for tissue regeneration and replacement.

To assess arterial heterogeneity in the lung, we isolated arterial endothelium based on a previously identified arterial marker, C-X-C motif chemokine 12 (CXCL12). CXCL12 promotes growth and chemoattraction of cells expressing one of two receptors, C-X-C chemokine receptor 4 (CXCR4), and an alternative receptor, atypical chemokine receptor 3 (ACKR3) (Kiefer and Siekmann, 2011). CXCL12 plays a crucial role in tissue vascularization (Das et al., 2019; Ivins et al., 2015; Tachibana et al., 1998; Takabatake et al., 2009; Xu et al., 2014), and deletion of CXCL12 or its receptors leads to abnormal pulmonary artery branching in development and impaired capillary regeneration in a pneumonectomy model in adult mice (Kim et al., 2017; Rafii et al., 2015). Using fluorescence-activated cell sorting (FACS) of endothelial cells (ECs) from lungs of *Cxcl12^DsRed^* reporter mice (Ding and Morrison, 2013), we performed single-cell RNA sequencing on 26,652 cells across development. Surprisingly, we found *Cxcl12* expression at low levels in the subsets of previously identified capillary ECs concomitant with high levels of expression in the macrovascular arterial ECs (maECs). Using unbiased clustering and cell annotation, we observed proximal and distal patterning of the arterial endothelium across development with unique gene enrichment consisting of genes associated with vascular wall assembly and angiogenesis, respectively. Finally, deletion of CXCL12 during development resulted in not only the previously identified aberrant arterial branching but also pulmonary vascular hypoplasia, indicating a crucial role for the CXCL12 signaling axis in pulmonary vascular assembly and development.

## RESULTS

### Morphometric analysis of the developing pulmonary arterial system

We performed an imaging analysis of the growing arterial tree throughout development to identify periods of rapid vascular growth and significant morphometric changes. Using the *Cxcl12^DsRed^* reporter mouse with *DsRed* knocked into exon 1 of the *Cxcl12* locus, we imaged whole lungs or single lobes of the developing arteries at embryonic day (E) 12.5, E13.5, E15.5 and E18.5 using confocal and Leica Thunder microscopy systems (Fig. 1). At several stages, we confirmed specificity of the reporter using immunohistochemistry (IHC) for DsRed reporter expression and markers for endothelium, including ETS-related gene (ERG) and endomucin (EMCN) (Fig. S1A-L). As in other organ systems, *Cxcl12*-DsRed is expressed highly throughout the arterial endothelium with additional expression observed in the mesenchyme, including arterial vascular smooth muscle cells (VSMCs) (Chang et al., 2017; Ghadge et al., 2021; Ivins et al., 2015; Takabatake et al., 2009). Of note, we observed no DsRed expression in venous endothelium during these developmental time periods (Fig. S1G,H,J). As early as E12.5, DsRed was expressed at high levels in the pulmonary arteries marking two primary intrapulmonary branches (Fig. 1A). One day later, we observed the initiation of secondary branching from the primary intrapulmonary arteries with small, thin, tubular structures appearing to sprout from the intrapulmonary artery and grow outward to the lung periphery (Fig. 1B,C). By E15.5, the intrapulmonary arteries evolved with the formation of additional secondary branches along with tertiary and quaternary arterial branches (Fig. 1D). Subsequently, the arterial tree underwent significant growth and further branching complexity until the end of prenatal vascular development (Fig. 1E).

**Fig. 1.**
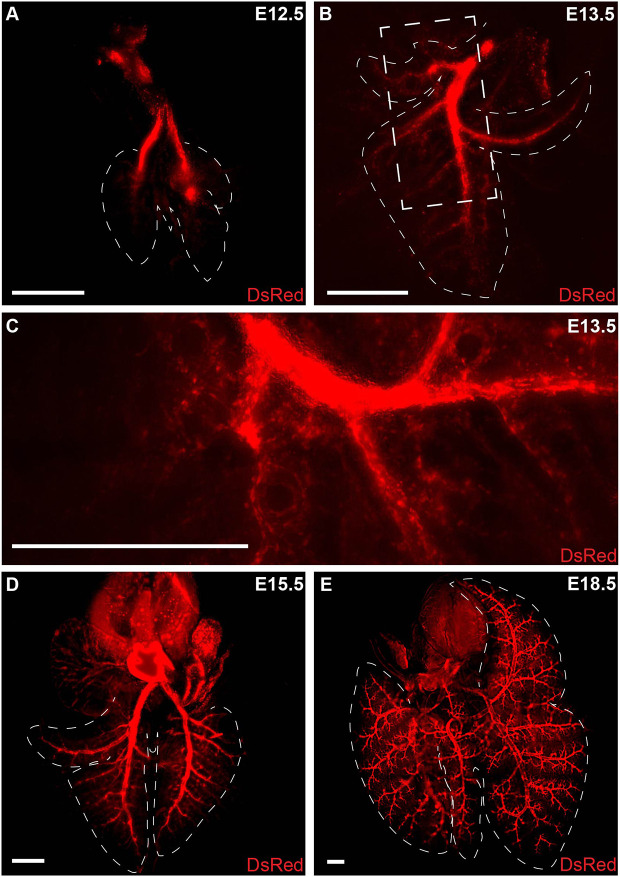
**Morphogenesis of the developing pulmonary arterial tree in *Cxcl12^DsRed/+^* reporter embryos.** (A) At E12.5, two intrapulmonary arteries are visible. (B) At E13.5, secondary branches extend out from the primary branches. (C) Higher magnification of secondary branching (boxed area in B). (D) At E15.5, increased secondary branching can be observed along with tertiary and quaternary branches. (E) At E18.5, robust and complex branching is apparent. Dashed lines delineate outlining of the lung lobes. Scale bars: 500 µm.

### Single-cell transcriptomic analysis uncovers heterogeneity of the *Cxcl12*^+^ endothelium

Using the data from our morphometric analyses, we selected specific developmental periods with significant changes in structure and growth to assess cellular and transcriptomic composition of the growing arterial tree. Single-cell suspensions were prepared from a mixture of two to four lungs acquired at E13.5, E15.5, E18.5 and postnatal day (P) 8. 

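Each time point gave 1 library, so the time course held 4 libraries with no replicates, and no test between time points was run. The lungs carried 1 copy of the Cxcl12-DsRed reporter, and cells positive for DsRed and CD31 and negative for CD45 and EpCAM were sorted before capture. The methods add that cells positive for the reporter but negative for CD31 were collected as well. The authors aligned the reads to mm10 with CellRanger and deposited whole-number UMI counts per gene and cell, without normalization. The E13.5 library held 13098 cell barcodes and 102675363 UMIs, and the E15.5 library 12789 barcodes and 117522172 UMIs. The E18.5 library held 10020 barcodes and 65056925 UMIs, and the P8 library 9069 barcodes and 63746333 UMIs. Cells with 0.5% to 10% mitochondrial UMIs and at least 700 genes were kept, which left 12726 cells at E13.5, 11649 at E15.5, 9542 at E18.5 and 8451 at P8. Counts were turned into Pearson residuals with the library as a term, and 25 principal components were clustered by the Louvain method. Clusters were named from lists of known markers without the genes reported by the paper, and such names end in -like. The ECs of all libraries were clustered together at resolution 0.2, which gives the EC shares. That clustering left clusters of 11526 and 4911 cells unnamed, both closest to maEC2 but led by a marker of another name, and named no cluster gCap or maEC2. The ECs of each library were therefore also clustered alone at resolution 0.8, a setting chosen after the clusters had been seen, and gene levels in populations come from there. Because the names were rebuilt, a population here need not hold the same cells as in the paper. With 1 library per condition, a cluster mostly of 1 library may be that library, not a type. Gene levels are the summed UMIs of a gene as counts per 1000000 UMIs of the population (CPM) with an exact 95% Poisson interval, and shares carry an exact 95% Clopper-Pearson interval. Both intervals cover counting error only. Ratios between populations are log2 ratios of CPM after adding 0.5. Shares of cells with a UMI of a gene were taken after each cell was thinned to 2000 UMIs, and cells with fewer were left out. None of the features in the tables was named DsRed or tdTomato, so reporter transcripts were not measured.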

We obtained *Cxcl12*-DsRed+ ECs using a FACS-based strategy [DsRed^+^/CD31 (PECAM1)^+^/EpCAM^−^/CD45^−^] (Fig. 2A). Single-cell RNA sequencing (scRNA-seq) was performed using a droplet-based platform (10x Genomics Chromium). 

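By broad endothelial, epithelial, mesenchymal and immune markers, 301 of the cells kept at E13.5 fell in endothelial clusters, 9115 at E15.5, 9079 at E18.5 and 8276 at P8, together 26771 ECs. The cells had been sorted, so these numbers do not give shares of the lung. ECs made up 2.37% (interval 2.11 to 2.64) of the cells at E13.5, 78.2% (77.5 to 79.0) at E15.5, 95.1% (94.7 to 95.6) at E18.5 and 97.9% (97.6 to 98.2) at P8. Most of the remaining cells were mesenchymal, with 12407 cells or 97.49% of the library at E13.5 and 2471 cells or 21.2% at E15.5. In the mesenchymal cells at E13.5, the summed mesenchymal markers reached 4588 CPM and the endothelial markers 38.2 CPM. Log-normalized values without a library term moved the EC count at E13.5 the most, to 183.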

Across the four time points, a total of 26,652 endothelial single-cell transcriptomes were analyzed, with 391 cells at E13.5, 9082 cells at E15.5, 9016 cells at E18.5 and 8163 cells at P8 (Fig. 2B). The median unique molecular identifiers (UMIs) per cell was 6666 (interquartile range 6253-7545), and a median of 2483 genes (interquartile range 2059-3003) was detected per cell.

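Over the 26771 ECs defined here, the median was 6538 UMIs (interquartile range 4707 to 9789) and 2485 genes (2047 to 3147) per cell. By time point, the median UMIs per EC were 6680 at E13.5, 8422 at E15.5, 5620 at E18.5 and 5612.5 at P8. Thinning to 2000 UMIs left out 16, 31, 164 and 238 of these ECs in the same order.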

**Fig. 2.**
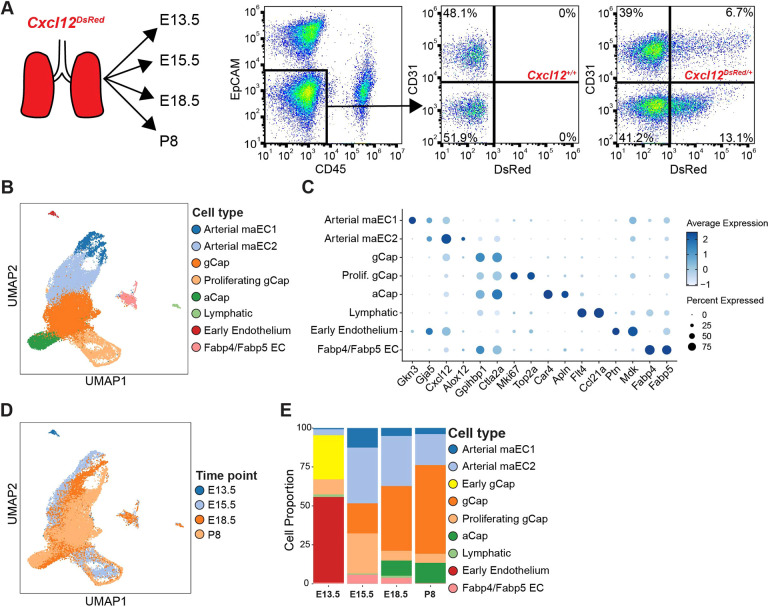
**Sequencing of *Cxcl12*^+^ cells uncovers heterogeneity and previously undefined arterial EC subpopulations.** (A) FACS strategy and plots for *Cxcl12*-DsRed^+^ cells. (B) UMAP embedding of *Cxcl12*-DsRed^+^ cells (*n*=26,652) colored by cell type. (C) Dot plot of marker genes for each cell type where dot size indicates the proportion of cells within a cluster expressing a gene, and color intensity indicates the relative expression level. (D) UMAP embedding colored by time point. (E) Cellular composition changes in *Cxcl12*^+^ ECs over time.

Louvain clustering was applied to the single-cell transcriptomes to identify transcriptionally related clusters, identifying eight cellular populations, including two previously unidentified arterial EC populations: arterial maEC1, marked by *Gkn3* and *Gja5* expression; arterial maEC2, marked by elevated *Cxcl12* and *Alox12* expression; general capillaries (gCaps), marked by *Gpihbp1* and *Ctla2a* expression; proliferating gCaps, marked by *Mki67* and *Top2a* expression; alveolar capillaries (aCaps), marked by *Car4* and *Apln* expression; lymphatic endothelium, marked by *Flt4* and *Ccl21a* expression; early endothelium, marked by *Ptn* and *Mdk*; and a cluster of endothelial cells marked by *Fabp4* and *Fabp5* expression (Fig. 2C, Table S1). 

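Clustered library by library, the E18.5 ECs held clusters named from their markers as maEC1-like (916 cells), maEC2-like (2017), gCap-like (2088), aCap-like (1386), proliferating-like (653), systemic-type capillary-like (221), lymphatic EC-like (112) and venous EC-like (68). The genes that the paper lists for its populations were not used in this naming. Gja5 (ENSMUSG00000057123, chromosome 3, 96904693 to 97077416 in GRCm38) did not separate the arterial populations in a single direction. It stood at 110 CPM in maEC1-like and 87.4 CPM in maEC2-like cells at E15.5, at 118 and 330 CPM at E18.5, and at 182 and 113 CPM at P8. For Gja5, the mean log2 ratio of maEC1-like over maEC2-like cells was -0.15, and -1.46 under joint clustering at resolution 0.4, where only E18.5 had both populations. At resolution 0.2 joint clustering gave 0.86 for the maEC1-like cells over the unnamed clusters closest to maEC2, which are not maEC2-like cells. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) reached 387 CPM in the proliferating-like cells at E18.5 and 3.60 CPM in the gCap-like cells. Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) reached 613 and 7.47 CPM in the same populations. Ctla2a (ENSMUSG00000044258, chromosome 13, 60934155 to 60936625) shares 6.65% of the 60-base stretches at its 3′ end with Ctla2b and Gm49391, so its level is uncertain. It was counted at 1107 CPM in gCap-like and 1303 CPM in aCap-like cells at E18.5. Flt4 (ENSMUSG00000020357, chromosome 11, 49609263 to 49652739) stood at 526 CPM in the lymphatic EC-like cells, and at no more than 82.1 CPM in any other named population at E18.5. Ccl21a (ENSMUSG00000094686, chromosome 4, 42772860 to 42773993) stood at 8712 CPM in the lymphatic EC-like cells, but 50.6% of its 3′ end also occurs in Gm13304 and Gm21541, which makes this level uncertain too. Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576) stood at 6450 CPM in the systemic-type capillary-like cells, and Fabp5 (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607) at 864 CPM there and 1103 CPM in the venous EC-like cells. No cluster was named early EC-like. The cluster closest to that name held 134 ECs and was led by mesenchymal genes. At E13.5, its cells had Ptn (ENSMUSG00000029838, chromosome 6, 36714929 to 36810220) at 2939 CPM, against 630 CPM in the other ECs and 3087 CPM in the mesenchymal cells of the library. Mdk (ENSMUSG00000027239, chromosome 2, 91929805 to 91932297) stood at 1145 CPM there and 789 CPM in the other ECs. Scrublet called 30.6% (22.9 to 39.1) of this cluster doublets, against 5.24% (4.97 to 5.51) of the other ECs. By library the shares were 35.9% against 8.44% at E13.5 and 37.5% against 1.85% at E15.5, while at E18.5 and P8 0 of 11 cells were called in each (up to 28.5%), against 7.25% and 6.65%, which there follow from the expected rate.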

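Summing the UMIs of all ECs of a time point gave log2 CPM profiles over 20845 genes whose Pearson correlations were compared across genes, which are not independent replicates. The mean correlation of a time point with the other time points was 0.943 for E13.5, 0.954 for P8, 0.966 for E18.5 and 0.968 for E15.5. Among single pairs, E13.5 and P8 were the least alike at 0.922 and E18.5 and P8 the most alike at 0.981, while E13.5 and E15.5 reached 0.968. Only genes of at least 50 CPM moved the means the most, to 0.732 for E13.5 and 0.743 for P8. Without the cluster led by mesenchymal genes, which holds 64 of the 301 ECs at E13.5, these means were 0.9501 and 0.9563. The other ECs at E13.5 still held mesenchymal markers at 791 CPM, against 49.9 CPM at E15.5, 28.4 CPM at E18.5 and 15.2 CPM at P8. Mesenchymal RNA as a part of the distance of E13.5 therefore stays open.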

Examining the uniform manifold approximation and projection (UMAP) by time indicated that E13.5 is the most distinct from the other time points (Fig. 2D,E). 

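Proliferating-like cells, named from cell cycle markers other than Mki67 and Top2a, made up 27.8% (interval 26.8 to 28.7) of the ECs at E15.5, 7.79% (7.24 to 8.36) at E18.5 and 8.93% at P8 when all ECs were clustered together. The fall from E15.5 to E18.5 was 20.0 percentage points (18.5 to 21.4), and 12.0 points when each library was clustered alone. The maEC1-like share was 14.5% at E15.5, 9.53% at E18.5 and 10.8% at P8, but the cells came in 3 clusters of almost 1 library each. Under the alternatives this share ran from 11.4% to 45.1% at E15.5, from 9.64% to 33.9% at E18.5 and from 0.145% to 81.6% at P8, where none stayed within the counting interval, so no change over time can be read from it. Systemic-type capillary-like cells fell from 5.72% at E15.5 to 3.08% at E18.5 and 0.254% at P8. The lymphatic EC-like cells numbered 53, 115 and 3 at these time points. Unnamed clusters, most of them closest to maEC2, held 51.4% of the ECs at E15.5, 66.7% at E18.5 and 67.9% at P8.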

The other three time points (E15.5, E18.5 and P8) had relatively similar cellular composition except for the proliferating gCap cells, which decreased in abundance from E15.5 to E18.5 (Fig. 2D,E). Further analysis of RNA-velocity-based cellular transitions suggested potential transitions between arterial maEC1, arterial maEC2 and gCap populations (Fig. S2A). Although velocity analysis can be influenced by the underlying UMAP structure and should be interpreted with caution, this is consistent with other findings (Zheng et al., 2022 preprint). To assess the genes that share expression patterns with *Cxcl12*, a Spearman's rank correlation coefficient was calculated between every gene and *Cxcl12*. There were 23 genes with a correlation coefficient greater than 0.3, including *Gja4* and *Slc6a6* (Fig. S2B). In addition, we confirmed that DsRed transcript expression overlapped with *Cxcl12* across all time points (Fig. S2C).

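Spearman coefficients with Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367 in GRCm38) were computed on log-normalized values over the 26771 ECs for the 11546 genes with a UMI in at least 1% of them. A coefficient above 0.3 was found for 45 genes. Computed on Pearson residuals the count moved the most, to 490 genes, and on cells thinned to 2000 UMIs it was 13 of 9583 genes. Gja4 (ENSMUSG00000050234, chromosome 4, 127311421 to 127314039) had the highest coefficient at 0.616, with 0.541 at E15.5, 0.708 at E18.5 and 0.559 at P8. On the thinned cells its coefficient was 0.499 and the highest was 0.520, of another gene. Slc6a6 (ENSMUSG00000030096, chromosome 6, 91684053 to 91759066) ranked at 4 with 0.535, and had 0.577, 0.600 and 0.4002 at the same time points. The remaining genes of the first 5 were Tm4sf1 at 0.599, Stmn2 at 0.541 and Atp13a3 at 0.524, and both Stmn2 and Atp13a3 are naming markers of maEC2.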

### Temporal allocation of CXCL12 endothelium reveals distinct spatial and functional populations

Analysis of transcriptomic data identified two subpopulations of maECs that persist throughout development (Fig. 2B), and we have identified *Gkn3* and *Alox12* specifically defining these clusters in arterial maEC1 and maEC2 subpopulations, respectively (Fig. 3A,B). 

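Clusters named maEC1-like held 68 ECs at E13.5, 1040 at E15.5, 916 at E18.5 and 403 at P8, and maEC2-like clusters held 0, 1715, 2017 and 2130 ECs. At E13.5, 233 of 301 ECs lay in clusters left unnamed, so the 0 sets no limit on the maEC2 share there, and joint clustering at resolution 0.4 named 4 ECs maEC2-like. Gkn3 (ENSMUSG00000030048, chromosome 6, 87383256 to 87388935) stood at 350 CPM (337 to 364) in maEC1-like and 16.1 CPM (14.1 to 18.3) in maEC2-like cells at E15.5. The values were 175 and 1.096 CPM at E18.5 and 202 and 3.86 CPM at P8. The log2 ratio of maEC1-like over maEC2-like cells was 4.40, 6.78 and 5.54 at these time points. A Gkn3 UMI was present in 40.4%, 18.8% and 22.3% of the thinned maEC1-like cells, and in 2.93%, 0.15% and 0.87% of the thinned maEC2-like cells. Of the lymphatic EC-like cells, which served as the background, 0 of 53 had one at E15.5 and 0 of 111 at E18.5, which allow up to 5.66% and 2.70%, at median depths of 9616 and 8965 UMIs. Alox12 (ENSMUSG00000000320, chromosome 11, 70241457 to 70255353) stood at 50.4 CPM (46.8 to 54.2) in maEC2-like and 7.98 CPM (6.11 to 10.3) in maEC1-like cells at E15.5. At E18.5 it stood at 119 and 15.4 CPM and at P8 at 22.7 and 4.83 CPM, with 33.2 and 7.94 CPM in the gCap-like cells. The log2 ratio of maEC2-like over maEC1-like cells was 2.58, 2.91 and 2.12. An Alox12 UMI was present in 8.62%, 19.4% and 4.68% of the thinned maEC2-like cells, at median depths of 7503, 4911 and 5047.5 UMIs, and in 0.78%, 2.63% and 2.01% of the maEC1-like cells. Joint clustering at resolution 0.2 gave mean log2 ratios of 6.62 for Gkn3 and 1.87 for Alox12, with the unnamed clusters closest to maEC2 in its place. Resolution 0.4 gave 6.59 and 2.83 at E18.5, the only time point with enough cells of both names.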

GKN3 has no previously described role in lung development, but it has been identified as a possible receptor for the Japanese Encephalitis Virus (Mukherjee et al., 2018) and as an arterial endothelial marker in the brain (Vanlandewijck et al., 2018). ALOX12 is an enzyme involved in arachidonic acid metabolism that promotes tumor progression and angiogenesis (Zheng et al., 2020). Importantly, ALOX12 has also been implicated in hypoxia-induced endothelial angiogenesis and smooth muscle cell proliferation in the lung (Preston et al., 2006; Zhang et al., 2018). To characterize functional differences between these two populations, we generated heatmaps to interrogate differential gene expression of the top 40 positively associated marker genes for each cluster and used Panther Gene Ontology (GO) enrichment analysis to predict potential biological functional differences based on differential gene expression for each population (Fig. 3C-E, Table S2). Although there was some overlap in the functions identified, we noted several distinct predicted roles for each group. For maEC1, the top representative genes predicted roles in extracellular matrix and structure organization, external encapsulating structure organization, and multicellular organism development (Fig. 3D). These genes included *Eln*, *Mgp*, *Fbln5*, *Fbln2*, *Fn1* and *Lox*, suggesting a function in vessel wall assembly. 

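All 6 genes were higher in the maEC1-like than in the maEC2-like cells in each of the 3 libraries with both populations. Eln (ENSMUSG00000029675, chromosome 5, 134702593 to 134747323) stood at 9976 CPM in maEC1-like and 362 CPM in maEC2-like cells at E15.5, at 7574 and 264 CPM at E18.5, and at 5610 and 391 CPM at P8. Its mean log2 ratio over the libraries was 4.49. The means were 4.72 for Mgp, 1.91 for Fbln5, 2.72 for Fbln2, 3.05 for Fn1 and 4.73 for Lox. Fn1, with 0.798% of its 3′ end found in another gene, fell from 4.29 at E18.5 to 1.09 at P8. At E13.5, 5 of the 6 genes were higher in the maEC1-like cells than in all other ECs of the library, and Lox, at 32.7 CPM (18.7 to 53.2) against 26.0 CPM (19.3 to 34.3), did not differ beyond counting error. Of the 2881 genes over the minimum of 50 CPM, 614 were higher in the maEC1-like cells in all 3 libraries and 870 lower. Sfrp2 (ENSMUSG00000027996, chromosome 3, 83766321 to 83774316) led the former with a mean log2 ratio of 6.82, followed by Sfrp1 with 6.48, Cytl1, itself a naming marker, with 6.07, Krt18 with 5.70 and Gkn3 with 5.57. The lowest were 8430408G22Rik with -2.37, Col4a2 (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287) with -2.26, Cxcr4, Col4a1 with -2.13 and Igfbp7 with -1.97.

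**Figure D1:**
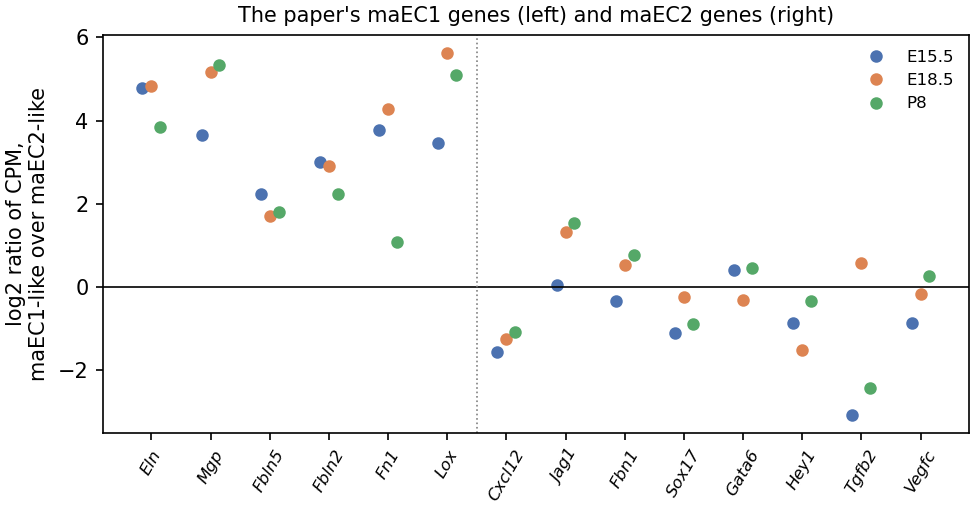
Log2 ratio of CPM in maEC1-like over maEC2-like cells (y axis) for the 6 genes listed by the paper for maEC1 and the 8 listed for maEC2 (x axis), 1 point per library at E15.5, E18.5 and P8. The maEC1 genes lie above 0 at each time point, and the maEC2 genes lie on both sides of it, from -3.07 for Tgfb2 at E15.5 to 1.55 for Jag1 at P8.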

The arterial maEC2 subpopulation expressed many genes associated with vascular development as noted by GO analysis (Fig. 3E). Genes included *Jag1*, *Fbn1*, *Sox17*, *Gata6*, *Cxcl12*, *Hey1*, *Tgfb2* and *Vegfc*.

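Relative to the maEC1-like cells, 3 of these 8 genes were higher in the maEC2-like cells at E15.5, E18.5 and P8 alike, namely Cxcl12, Sox17 and Hey1. The mean log2 ratio of maEC1-like over maEC2-like cells was -0.74 for Sox17 (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354) and -0.90 for Hey1 (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256). Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644) was at 403 CPM in maEC1-like and 387 CPM in maEC2-like cells at E15.5, at 391 and 156 CPM at E18.5, and at 146 and 49.5 CPM at P8. Its mean log2 ratio was 0.98. Tgfb2 had log2 ratios of -3.07, 0.57 and -2.44 in the same order, and Vegfc of -0.86, -0.17 and 0.26. The means were 0.33 for Fbn1 and 0.18 for Gata6. Joint clustering at resolution 0.2, with the unnamed clusters closest to maEC2 in its place, left 0 of the 8 genes in that direction in every library, and resolution 0.4 left 5 at E18.5 alone. The unnamed clusters held 4640, 6049 and 5611 ECs, against 1715, 2017 and 2130 maEC2-like cells, so they hold other cells too. No cluster was named gCap at resolution 0.2, so capillary cells may be among them, and the 0 does not test maEC2 alone. Relative to all other ECs of the library, a comparison added after these values were seen, 8 of 8 genes were higher in the maEC2-like cells in each of the 3 libraries. The log2 ratios of that comparison ran from 0.42 for Sox17 at P8 to 2.504 for Cxcl12 at E18.5, with 2.17, 0.97 and 1.03 for Jag1.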

**Fig. 3.**
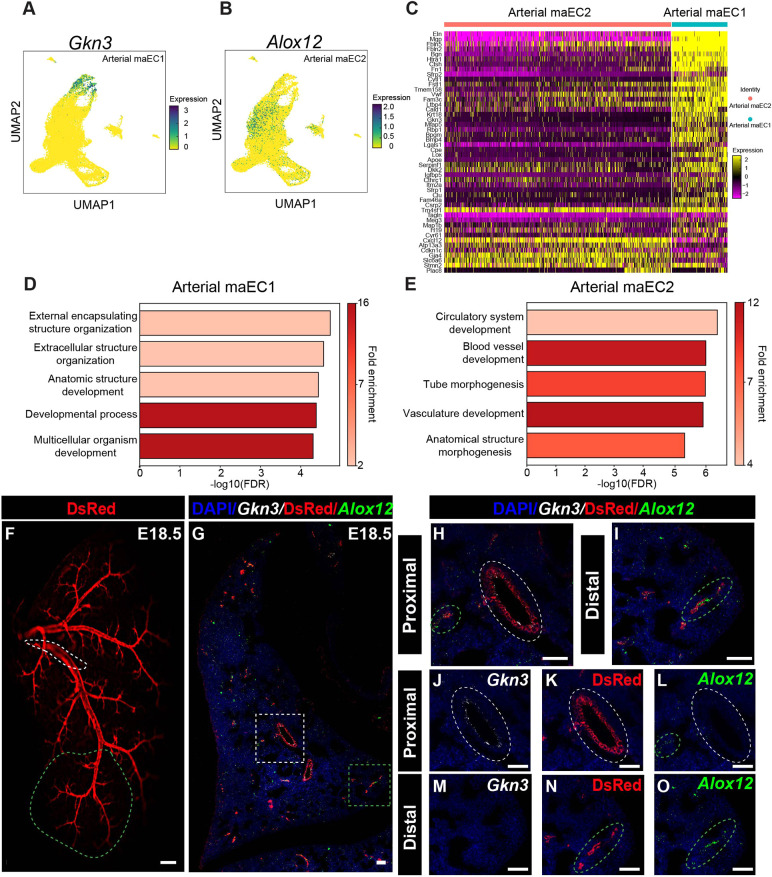
**Identification of proximal and distal arterial ECs by RNA FISH and predicted function analysis.** (A) UMAP embedding of cells colored by *Gkn3* expression. (B) UMAP embedding of cells colored by Alox12 expression. (C) Heat map representing expression of hallmark genes in arterial macro endothelial cell types 1 and 2 (arterial maEC1 and maEC2). (D) GO analysis of the maEC1 cluster. (E) GO analysis of the maEC2 cluster. (F) Whole-mount image showing Cxcl12-DsRed arterial endothelium. Dashed white line marks the proximal artery branch and the dashed green line marks the arterial tree from the distal tip of the secondary branch to the quinary branches. (G) RNA FISH for *Gkn3* and *Alox12* and IHC for DsRed protein at E18.5 proximal (white box) and distal (red box) regions. (H) Higher magnification of RNA FISH for *Gkn3* and *Alox12* and IHC for DsRed protein in the proximal region. (I) Higher magnification of RNA FISH for *Gkn3* and *Alox12* and IHC for DsRed protein in the distal region. (J-L) Separate channels for proximal region RNA FISH for *Gkn3* (J), IHC staining for DsRed (K) and *Alox12* (L). (M-O) Separate channels for proximal region RNA FISH for *Gkn3* (M), IHC staining for DsRed (N) and *Alox12* (O). Scale bars: 50 mm (F); 50 μm (G-O).

The distinct functional attributes suggested by gene expression and ontology analysis point to spatially defined arterial endothelial compartmentalization. Given that arterial maEC2s were enriched in genes involved in vascular development and in a spatial continuum with capillary ECs on UMAP-based clustering, we hypothesized that they represent a distal arterial maEC (distal maEC2) population. In addition, arterial maEC1 had gene enrichment in extracellular structure, suggesting a functional role in vessel wall assembly. Combined with their spatial location further away from capillary ECs on UMAP-based clustering, we hypothesized that they represent a proximal arterial maEC (proximal maEC1) population. To assess the spatial localization of these subpopulations, we performed RNA *in situ* hybridization (RNA FISH) for *Alox12* and *Gkn3* combined with IHC for DsRed in *Cxcl12^DsRed^* reporter embryonic lung tissue at E15.5 (Fig. S3A-M) and E18.5 (Fig. 3F-O). At both time points, *Alox12* localized to the distal arterial endothelium with no expression in the more proximal arteries (Fig. 3G,I,L,O, Fig. S3C,D,G,J,M). By contrast, *Gkn3* was expressed proximally with extension limited peripherally (Fig. 3G,H,J,M, Fig. S3A,B,E,H,K). Both distal Alox12^+^ and proximal Gkn3^+^ arterial EC populations colocalized with *Gja5*, confirming specificity to the arterial ECs (Fig. S3N-Q). In addition, *Gkn3* endothelial expression accompanied expression of both actin alpha 2 (ACTA2) and tropoelastin (ELN), supporting a role in endothelial-mediated vessel wall assembly (Fig. S3R,S).

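Among the ECs of each library clustered alone, 23.0% were gCap-like and 15.3% aCap-like at E18.5, and 52.3% and 12.2% at P8. These shares too are of sorted cells and not of the lung. Joint clustering at resolution 0.2 named no gCap cluster and gave aCap-like shares of 11.6% (interval 10.9 to 12.3) at E18.5 and 12.1% at P8. Under the alternatives the aCap-like share ran from 0, with log-normalized values, to 16.0% at E18.5, and from 11.8% to 13.8% at P8. At resolution 0.4 the gCap-like share was 35.6% at E18.5 and 56.6% at P8, and the aCap-like share 16.0% and 12.2%. Of the gCap-like clusters at P8, a first was led by the stress genes Atf3, Irf1, Ier3 and Socs3, and another by Gm42418, Lars2 and Gm26917.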

Interestingly, scRNA-seq of the *Cxcl12*-DsRed^+^ endothelium included not only arterial endothelium but also capillary endothelium (Fig. 2B). 

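Of these genes, Gpihbp1 (ENSMUSG00000022579, chromosome 15, 75596628 to 75599481 in GRCm38) stood at 807 CPM in the gCap-like cells and 71.9 CPM in the maEC2-like cells at E18.5, and at 1283 and 693 CPM at P8. Its mean log2 ratio of gCap-like over maEC2-like cells was 2.67, and 2.54 under joint clustering at resolution 0.4. Car4 (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044) stood at 456 CPM in the aCap-like and 27.5 CPM in the gCap-like cells at E18.5, and at 1011 and 122 CPM at P8. Apln (ENSMUSG00000037010, chromosome X, 48025146 to 48034853) stood at 106 and 20.98 CPM in the same populations at E18.5, and at 258 and 27.7 CPM at P8. The log2 ratio of aCap-like over gCap-like cells for Car4 was -0.15 at E15.5, where the 92 aCap-like cells held 0 Car4 UMIs, 4.03 at E18.5 and 3.04 at P8. The mean over the 3 libraries was 2.31 for Car4 and 2.72 for Apln, and 3.86 and 3.42 under joint clustering at resolution 0.4 over E18.5 and P8. Mki67 stood at 234 CPM (228 to 241) in the proliferating-like cells at E15.5 and 439 CPM at P8.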

Although *Cxcl12* expression and DsRed expression were low in these populations, all previously described capillary EC populations were identified, including gCap, proliferating gCap, and aCap cells, marked by expression of *Gpihbp1*, *Mki67*, and *Apln* or *Car4*, respectively (Fig. S2C). The gCap and aCap subpopulations have been recently described as capillary 1 cells (CAP1) and capillary 2 cells (CAP2) (Sun et al., 2022). In concordance with previous data, in our study both differentiated gCap and aCap populations arose after E15.5 and were apparent by E18.5 (Gillich et al., 2020; Negretti et al., 2021; Vila Ellis et al., 2020; Zepp et al., 2021). 

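At E13.5, 0 of 301 ECs were gCap-like or aCap-like when the library was clustered alone, and 35 were gCap-like under joint clustering at resolution 0.4. At E15.5, 1979 of 9115 ECs or 21.7% (20.9 to 22.6) were gCap-like and 92 or 1.01% (0.814 to 1.24) aCap-like. Clusters left unnamed held 77.4% of the ECs at E13.5, 21.2% at E15.5, 17.8% at E18.5 and 0.11% at P8. The 92 cells were led by Esm1, Igfbp3, Slc2a1 and Adm. They held 0 Car4 UMIs, which allow up to 3.47 CPM, and 52.1 CPM of Apln, and the gCap-like cells at E15.5 held 185 CPM of Gpihbp1. Joint clustering at resolution 0.2 placed 3 ECs or 0.0329% in aCap-like clusters at E15.5, and resolution 0.4 placed 0.165% there and 1.80% in gCap-like clusters.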

We validated the transcriptional profile and localized these populations at the tissue level with RNA FISH for *Cxcl12*, *Apln* and *Gpihbp1* transcripts (Fig. S3T,U). Again, expression of *Cxcl12* transcript resided predominantly in the arterial endothelium. At higher magnification, we observed rare transcript expression in capillary endothelium.

### Characterization of CXCL12 expression and its signaling axis

Low *Cxcl12* expression in the distal capillary plexus and high expression in the arterial tree indicated a gradient of *Cxcl12* expression. We performed UMAP embedding of *Cxcl12*-DsRed^+^ ECs confirming the presence of differential expression of *Cxcl12* across endothelial subpopulations (Fig. 4A,D). 

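Cxcl12 was highest in the maEC2-like cells at each of E15.5, E18.5 and P8, with 2016 CPM (1993 to 2039), 3743 CPM (3707 to 3779) and 2911 CPM (2882 to 2941). The maEC1-like cells followed with 686, 1565 and 1383 CPM. The gCap-like cells held 557, 366 and 737 CPM and the aCap-like cells 25.5, 146 and 330 CPM. The cells had been sorted on the Cxcl12 reporter, so these levels and their ratios are not those of all capillary cells. In the unsorted E18.5 library labelled null, Cxcl12 was higher in the maEC1-like than in the maEC2-like cells. The proliferating-like cells held 497, 232 and 343 CPM. The lymphatic EC-like cells, taken as the reference, held 99.7 CPM at E15.5 and 132 CPM at E18.5. A Cxcl12 UMI was present in 88.2%, 95.9% and 92.8% of the thinned maEC2-like cells, in 44.4%, 79.5% and 68.4% of the maEC1-like cells, and in 43.5%, 22.4% and 57.4% of the gCap-like cells. The share was 7.55% of the lymphatic EC-like cells at E15.5 and 9.91% at E18.5. The aCap-like cells at E15.5 were at 3.26%, and with their lower CPM they show that the lymphatic EC-like cells hold more than a background. The mean log2 ratio of maEC2-like cells was 2.40 over gCap-like, 1.30 over maEC1-like and 4.70 over aCap-like cells. The latter had 6.28 at E15.5, from aCap-like cells without a Car4 UMI, but 4.68 at E18.5 and 3.14 at P8. The ratio over gCap-like cells moved the most, to 3.26, when the genes reported by the paper were kept among the variable genes, and was 1.96 under joint clustering at resolution 0.4. Under joint clustering at resolution 0.2, the unnamed clusters closest to maEC2 had a mean log2 ratio of -0.12 over the maEC1-like cells, with 0.41 at E15.5, 0.20 at E18.5 and -0.97 at P8, and of 2.69 over the aCap-like cells. These clusters are larger than the maEC2-like populations, and no cluster was named gCap there, so they may hold capillary cells. From the different levels across these populations, the paper predicted a spatial gradient of CXCL12 in the tissue.

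**Figure D2:**
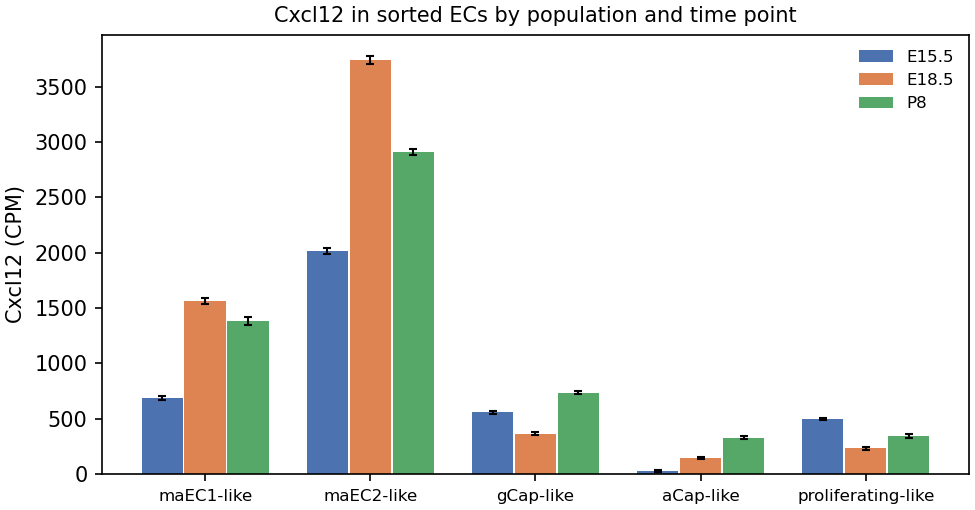
Cxcl12 in CPM (y axis) in the maEC1-like, maEC2-like, gCap-like, aCap-like and proliferating-like cells (x axis) of the libraries at E15.5, E18.5 and P8. Bars are CPM of the summed UMIs with 95% Poisson intervals, and the maEC2-like bar is the tallest at each time point, up to 3743 CPM at E18.5.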

From this, we predicted a spatial CXCL12 gradient in the tissue, and we determined the EC subpopulations expressing the CXCL12 receptors CXCR4 and ACKR3. UMAP embedding of *Cxcl12*-DsRed^+^ endothelium interrogated for *Cxcr4* expression indicated a cellular distribution to the distal maEC2 cells and a small portion of the capillary ECs (Fig. 4B,E). 

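Cxcr4 (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293 in GRCm38) stood at 50.9 CPM (47.3 to 54.7) in the maEC2-like cells at E15.5, 55.5 CPM (51.2 to 60.1) at E18.5 and 152 CPM (146 to 159) at P8. The maEC1-like cells held 8.77, 10.4 and 46.5 CPM, and the gCap-like cells 26.9, 34.9 and 59.5 CPM. The aCap-like cells held 108 CPM (86.9 to 132) at E15.5, where they were 92 cells without a Car4 UMI, and 11.6 and 24.0 CPM at E18.5 and P8. A Cxcr4 UMI was present in 10.3%, 11.0% and 24.5% of the thinned maEC2-like cells and in 5.11%, 6.71% and 10.5% of the gCap-like cells. In the maEC1-like cells, taken as the reference, the share was 1.46%, 1.54% and 8.27% at median depths of 6579, 7892.5 and 6719 UMIs. The aCap-like share was 3.79% at P8, so the maEC1-like cells there hold more than a background. The mean log2 ratio of maEC2-like cells was 2.18 over maEC1-like and 0.97 over gCap-like cells. Joint clustering at resolution 0.4 moved the latter to 0.30. At resolution 0.2 the unnamed clusters closest to maEC2, which are not maEC2-like cells, had 1.60 over maEC1-like cells, with 0.38 at P8.

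**Figure D3:**
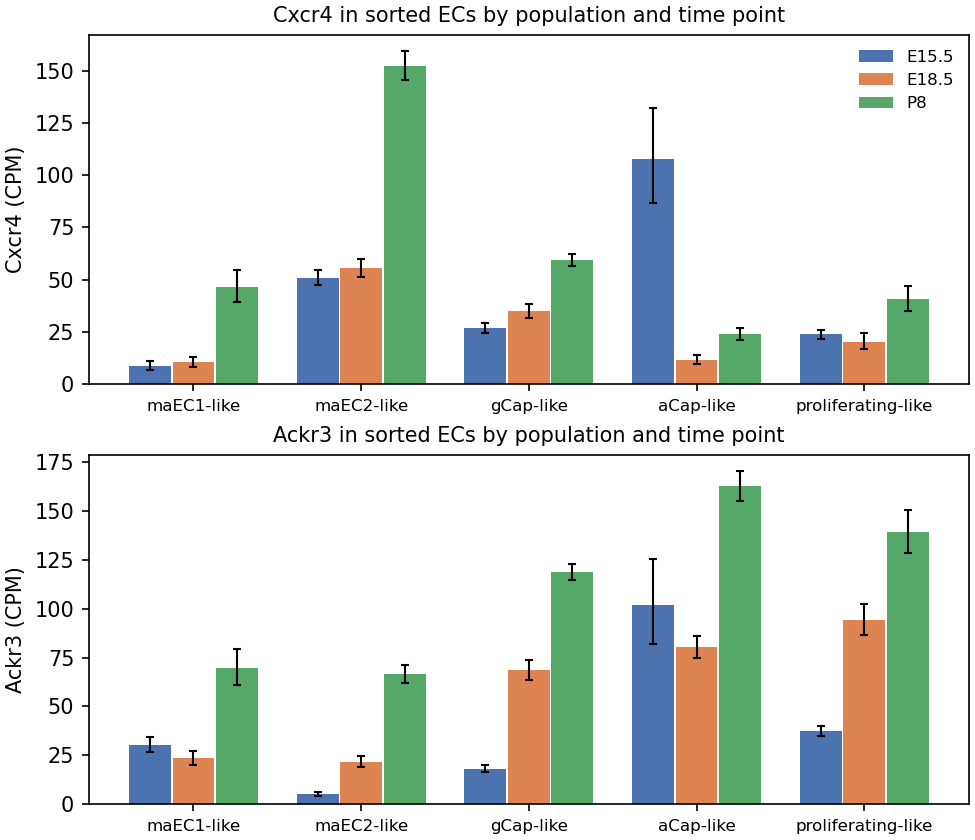
Cxcr4 and Ackr3 in CPM (y axes) in the maEC1-like, maEC2-like, gCap-like, aCap-like and proliferating-like cells (x axes) at E15.5, E18.5 and P8. Bars are CPM of the summed UMIs with 95% Poisson intervals, with Cxcr4 up to 152 CPM in maEC2-like cells and Ackr3 up to 163 CPM in aCap-like cells, both at P8.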

Similar embedding by *Ackr3* confined expression to capillary ECs (Fig. 4C,F). 

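Ackr3 (ENSMUSG00000044337, chromosome 1, 90203980 to 90216751) stood at 18.2 CPM in the gCap-like cells at E15.5, 68.5 CPM (63.8 to 73.6) at E18.5 and 119 CPM (115 to 123) at P8. The aCap-like cells held 102, 80.2 and 163 CPM, and the proliferating-like cells 37.3, 94.2 and 139 CPM. In the arterial populations, the maEC1-like cells held 30.2, 23.6 and 69.8 CPM and the maEC2-like cells 5.15, 21.5 and 66.5 CPM. A UMI was present in 3.24%, 10.5% and 19.2% of the thinned gCap-like cells and in 19.6%, 13.1% and 26.1% of the aCap-like cells. The share was 5.25%, 3.51% and 9.52% in the maEC1-like cells, taken as the reference, and 1.35%, 3.55% and 11.9% in the maEC2-like cells, so at E15.5 the maEC1-like cells hold more than a background. The mean log2 ratio over maEC2-like cells was 1.40 for gCap-like cells, with 1.73 at E15.5, and 2.45 for aCap-like cells. The latter had 4.18 at E15.5, from 92 cells without a Car4 UMI, but 1.88 at E18.5 and 1.28 at P8. Under joint clustering at resolution 0.4, the means for gCap-like and aCap-like cells were 0.96 and 1.65. At resolution 0.2 the aCap-like cells had 0.84 over the unnamed clusters closest to maEC2. Outside the capillary populations, the highest level was 393 CPM in the 68 venous EC-like cells at E18.5.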

Because developing *Cxcl12*-DsRed^+^ endothelium was void of venous identity in the lung, we reanalyzed previously published scRNA-seq data of developing mouse lung endothelium for the CXCL12 signaling axis distribution (Negretti et al., 2021). 

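At E18.5, 68 of 9079 ECs or 0.75% fell in a cluster named venous EC-like from its markers. Among those markers, Nr2f2 (ENSMUSG00000030551, chromosome 7, 70351944 to 70366735) stood at 298 CPM (260 to 341) and Nrg1 at 73.9 CPM, and Slc6a2 had 0 UMIs, which allow up to 4.10 CPM. Cxcl12 stood at 118 CPM in the venous EC-like cells, where 5.88% of the thinned cells had a UMI, at the level of the lymphatic EC-like cells. None of the other libraries held a cluster of that name, and neither did the joint clustering.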

Although not as distinct, we observed segregation of the arterial ECs into proximal and distal subpopulations (Fig. S4A). Whereas *Cxcr4* remained localized to arterial and capillary endothelium, *Ackr3* was expressed not only in the capillary endothelium but also robustly in venous endothelium (Fig. S4A-C,E,F) throughout prenatal and postnatal lung development. In addition, C*xcl12* became more broadly expressed in the developing postnatal lung and could be observed in a small number of venous ECs (Fig. S4D,G).

**Fig. 4.**
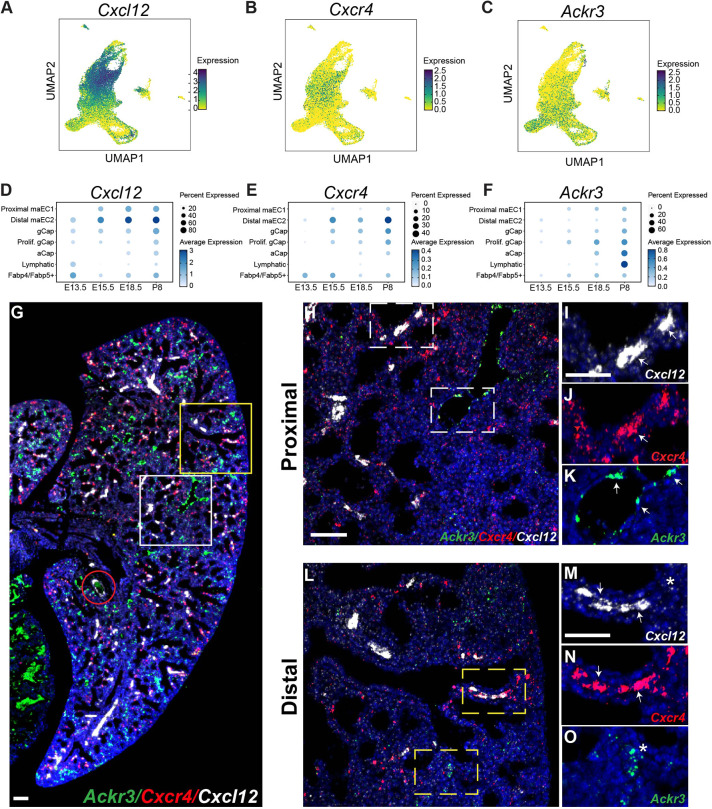
**Characterization of *Cxcl12* expression and its signaling axis.** (A-C) UMAP embedding of cells colored by *Cxcl12* (A), *Cxcr4* (B) and *Ackr3* (C) expression. (D-F) Dot plots of *Cxcl12* (D) *Cxcr4* (E) and *Ackr3* (F) expression in different EC compartments at E13.5, E15.5, E18.5 and P8. (G) RNA FISH for spatial expression of *Ackr3*, *Cxcr4* and *Cxcl12* in ECs and VSMCs at E18.5. The red circle denotes a proximal artery. (H) Higher magnification of RNA FISH for *Ackr3*, *Cxcr4* and *Cxcl12* in proximal lung at E18.5 (white boxed area in G). (I-K) Higher magnification of the boxed areas in H. (L) Higher magnification of RNA FISH for *Ackr3*, *Cxcr4* and *Cxcl12* in distal lung at E18.5 (yellow boxed area in G). (M-O) Higher magnification of boxed areas in L. Arrows indicate expression in macrovessels. Asterisks indicate expression in capillaries. Scale bars: 100 µm (G); 50 µm (H-O).

We performed spatial and temporal validation of expression of the CXCL12 signaling axis using RNA FISH on E15.5 and E18.5 C*xcl12^DsRed/+^* embryonic tissue. *Cxcr4* and *Ackr3* expression was concomitantly determined with *Cxcl12* expression. *Cxcr4* is expressed in the distal vasculature overlapping with robust *Cxcl12* expression (Fig. 4G-O). In addition, a scattering of capillary ECs contained *Cxcr4* (Fig. 4J,N). Similarly, *Ackr3* localized to capillary ECs, but it was more prominent in the venous endothelium (Fig. 4K,O). Ackr3 and Cxcr4 were not colocalized in the distal vasculature. Although there was significant overlap of *Cxcr4* and *Cxcl12* in the distal maEC2s, *Cxcl12* and *Ackr3* were colocalized to a lesser degree, with *Ackr3* detected almost exclusively in the capillary and venous endothelium (Fig. S4H-K).

### Global loss of CXCL12 results in distal branching defects and pulmonary vascular hypoplasia

Expression and localization of the CXCL12 signaling axis indicates a prominent role in the formation of the distal vasculature. To disrupt CXCL12 signaling, we generated *Cxcl12* heterozygous (*Cxcl12^DsRed/+^*) controls and *Cxcl12* homozygous null (*Cxcl12^DsRed/DsRed^*) embryos. As previously reported (Kim et al., 2017), no postnatal *Cxcl12^DsRed/DsRed^* were recovered. Whole-mount immunofluorescence imaging was performed first to assess morphological changes in the microvasculature at E18.5. Consistent with previously published data (Kim et al., 2017), we observed proximal and distal branching defects (Fig. 5A,B). In addition, we noted diminished mean vessel diameter for secondary to quinary branches in null embryos (Fig. 5C). Distally, the arteries lacked directionality toward the periphery, which was preserved in control embryos (Fig. S5A,B). Quantification of branching angles of the distal arteries using Filament Tracing in Imaris revealed discrepant angles in *Cxcl12^DsRed/DsRed^* embryos compared with controls (Fig. S5C). Additionally, Sholl analysis (Sholl, 1953), measuring branching complexity by quantification of vessel intersections of drawn concentric shells from the secondary branch, was abnormally high in *Cxcl12^DsRed/DsRed^* embryos compared with controls (Fig. S5D,E). Furthermore, *Cxcl12^DsRed/DsRed^* embryonic lungs appeared to have an increase in total branching number, indicating a compensatory mechanism to increase vessel density (Fig. 5D-H). Although null embryos contain two copies of the DsRed allele that could potentially increase the visualization of the reporter, flow cytometric analysis of DsRed^+^ endothelium revealed no differences in fluorescence brightness in the heterozygous versus homozygous null embryonic lungs (Fig. S6A).

**Fig. 5.**
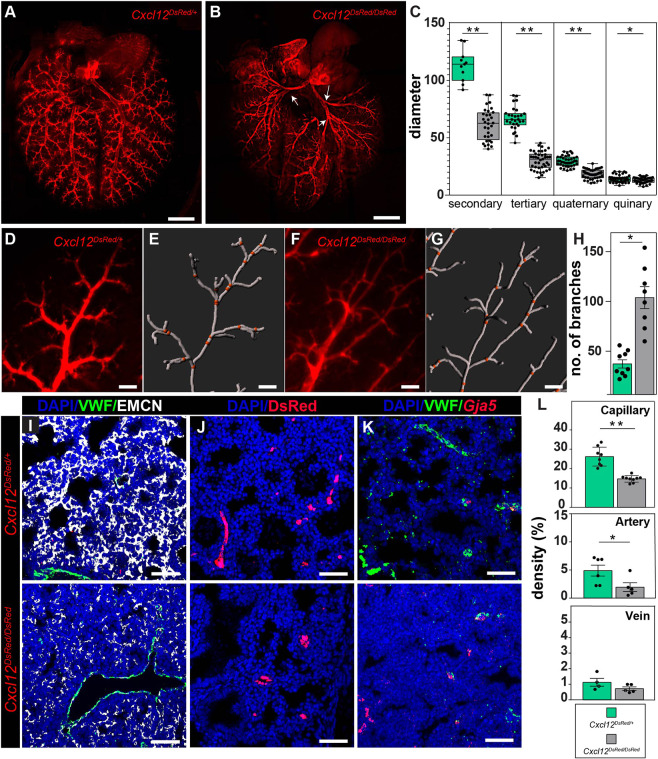
**Loss of *Cxcl12* leads to branching defects and pulmonary vascular hypoplasia.** (A,B) Whole-mount imaging of arterial endothelium in *Cxcl12^DsRed/+^* (A) and *Cxcl12^DsRed/DsRed^* (B) at E18.5. *Cxcl12^DsRed/DsRed^* lungs show defective proximal branching (white arrows). (C) Arterial diameter distribution of control *Cxcl12^DsRed^* versus null *Cxcl12^DsRed/DsRed^* arteries (*n*=4, filaments measured ≥10, **P<0.005, *P<0.05). (D-H) Branching analysis using Imaris Filament. (D,E) Representative image of *Cxcl12^DsRed/+^* artery (D) and Filament tracing using IMARIS 9.2 (E). (F,G) Representative image of *Cxcl12^DsRed/DsRed^* artery (F) and Filament tracing (G). (H) Number of branches from the quaternary branch in the periphery (*n*=4, images analyzed ≥8, *P<0.05). (I-L). Vascular density measurements in control *Cxcl12^DsRed^* (top) versus null *Cxcl12^DsRed/DsRed^* (bottom) lung tissue. (I) Capillary density IHC staining of tissue sections for VWF (macrovessel) and EMCN (capillary and vein). (J) Arterial density IHC staining of tissue sections for DsRed (artery). (K) Venous density IHC and RNA FISH staining for *Gja5* (artery) and VWF (macrovessel) expression. (L) Volume density calculations of capillaries, arteries and veins (*n*≥4, **P<0.005, *P<0.05). Scale bars: 1 mm (A,B); 100 µm (D-G); 50 µm (I-K).

CXCL12 and its receptors, CXCR4 and ACKR3, were expressed in a compartmental fashion. Thus, deficits in the vascular bed may expand beyond the arterial endothelium. To quantify arterial, venous and capillary endothelium, we performed IHC and RNA FISH for multiple combinations of markers of arterial, venous and capillary endothelium. We used von Willebrand factor (VWF) to identify macrovessels, *Gja5* and DsRed for arterial endothelium, neuregulin 1 (NRG1) for venous endothelium, and EMCN for capillary and venous endothelium in lung tissue sections at E18.5 (Fig. 5I-L, Fig. S5F-I). Using 3D surface rendering, we were able to quantify the vessel density in tissue sections by calculating the percentage volume of capillary, artery or vein in each section (Chen et al., 2021; Nizari et al., 2019). The majority of the vessel density consisted of capillaries, and capillary density was significantly reduced in the *Cxcl12^DsRed/DsRed^* embryos compared with controls (Fig. 5I,L, Fig. S5F). Similarly, arterial density was modestly reduced, but the density of veins was unchanged (Fig. 5J-L, Fig. S5G,H). We also calculated the total number of macrovessels in a tissue section as branching was increased in *Cxcl12^DsRed/DsRed^* embryos (Fig. S5I). Although there was a trend toward an increase in arterial number, it was not statistically significant (Fig. S5I). However, we did note a significant decrease in the number of veins.

To corroborate our quantitative findings and ascertain affected cell populations, we performed scRNA-seq on whole E18.5 lungs from control and *Cxcl12^DsRed/DsRed^* embryos (Fig. S6A-C). 

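Each genotype gave 1 library of unsorted E18.5 lung cells, so the 2 libraries had no replicates, and no test between them was run. The methods place lungs with 1 copy of the DsRed allele in the control group. The authors deposited whole-number UMI counts and, for this experiment, a second matrix of expected counts adjusted with SoupX for free RNA. The library labelled null held 9838 cell barcodes and 103857395 UMIs, and the library labelled control 8845 barcodes and 85648519 UMIs. SoupX had removed 18.1% of the UMIs of the former and 39.7% of the latter. The limits on genes and mitochondrial UMIs, applied to the adjusted values, left 9067 and 7448 cells with median UMIs of 9042 and 7916. Cells were clustered on the adjusted values with 20 principal components at resolution 0.8, and gene levels are the deposited counts. DsRed was inserted in exon 1 of Cxcl12 and the reads are tags near the 3′ end of transcripts, so Cxcl12 UMIs report the insertion only if it stops the transcript. One of the libraries nearly lacked Cxcl12 UMIs, and it was the library labelled control. Over all its cells it held 96 Cxcl12 UMIs or 1.27 CPM (1.03 to 1.55), and the library labelled null held 19230 UMIs or 191 CPM (188 to 193). The log2 ratio of the library labelled null over the library labelled control was 6.76 (6.55 to 6.98), and 7.04 with the adjusted values. In the ECs, Cxcl12 stood at 561 CPM (552 to 570) in the library labelled null and 5.33 CPM (4.25 to 6.61) in the library labelled control. The targeted gene therefore runs against the sample labels, while the names of the deposited data give the genotypes the other way round from the labels, and the libraries are called by their labels wherever a direction is given. The sexes differed as well, with Xist at 766 CPM in the library labelled null and 0.595 CPM in the library labelled control, and Ddx3y at 35.2 and 74.1 CPM.

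**Figure D4:**
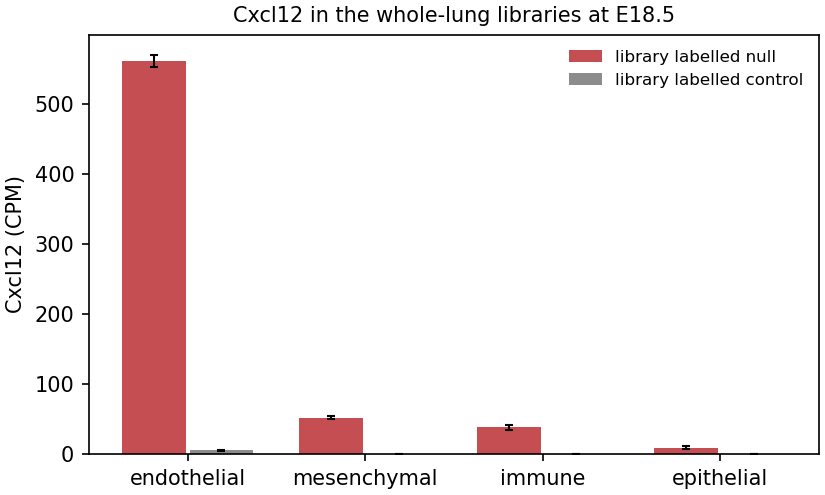
Cxcl12 in CPM (y axis) in the endothelial, mesenchymal, immune and epithelial cells (x axis) of the libraries labelled control and null. Bars are CPM of the summed UMIs with 95% Poisson intervals, and the ECs reach 561 CPM in the library labelled null and 5.33 CPM in the library labelled control.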

Overall, we saw that the percentage of ECs in the lung was diminished (Fig. S6D). 

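ECs were 2761 of 9067 cells or 30.5% (29.5 to 31.4) in the library labelled null, and 1729 of 7448 cells or 23.2% (22.3 to 24.2) in the library labelled control. The share of the library labelled null was higher by 7.24 percentage points (5.31 to 9.15). By its Cxcl12 UMIs the library labelled control, with the smaller share, is the one that nearly lacks the gene, and the names of the deposited data give it the null genotype. The alternatives gave 6.96 to 8.66 points, and the counts as deposited, without SoupX, gave 8.38. The paper states that the null lungs held the smaller share of ECs, in an experiment that followed its imaging of vessel densities.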

We extracted the EC data and re-clustered to examine changes in the cellular representation of the endothelium (Fig. 6A,B). 

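Among the ECs, 26.2% (24.5 to 27.8) were maEC2-like in the library labelled null and 15.8% (14.1 to 17.6) in the library labelled control. Of the other populations, gCap-like cells made up 11.0% and 17.9%, aCap-like 10.5% and 9.25%, maEC1-like 7.10% and 5.38%, and systemic-type capillary-like 3.01% and 5.67%. The lymphatic EC-like cells numbered 18 and 6. Unnamed clusters held 29.2% and 31.6%. Since Cxcl12 itself runs against the labels, these directions are by label and not by genotype. The maEC2-like difference of 10.4 points (6.92 to 13.7) became 2.70 with log-normalized values. The aCap-like difference of 1.29 points became -4.98 at resolution 0.4 and 9.18 with log-normalized values, and the systemic-type capillary-like difference of -2.66 points became 17.5 with the latter. In the library labelled null, Cxcl12 stood at 1971 CPM in the maEC1-like, 1654 CPM in the maEC2-like, 96.2 CPM in the gCap-like and 15.5 CPM in the aCap-like cells.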

From these data, we were able to re-identify all previously referenced EC clusters.

**Fig. 6.**
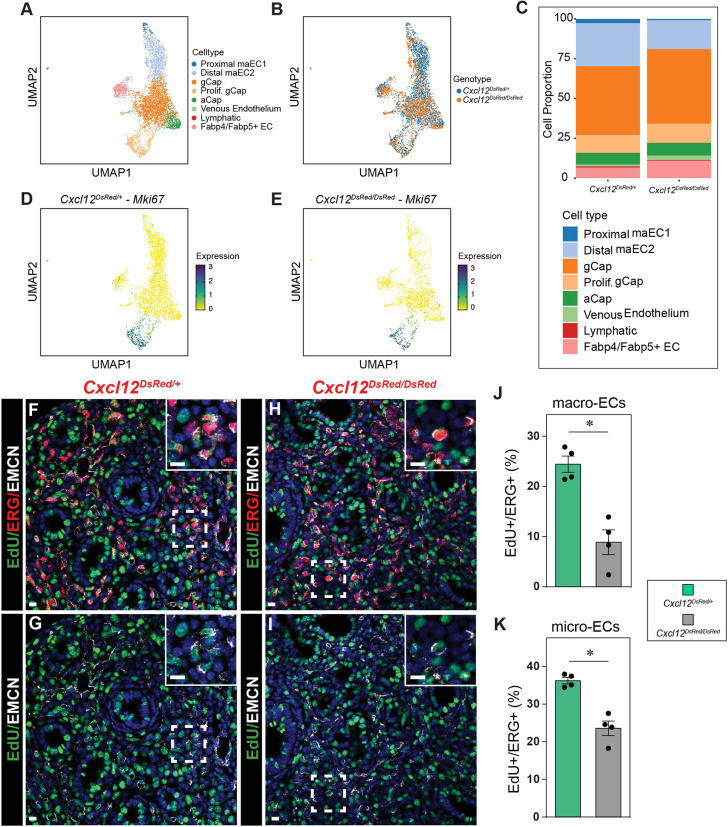
**Decreased proliferation in control *Cxcl12^DsRed^* versus null *Cxcl12^DsRed/DsRed^* ECs.** (A) UMAP embedding of cells colored by endothelial cell populations at E18.5. (B) UMAP embedding of cells colored by *Cxcl12^DsRed/+^* and *Cxcl12^DsRed/DsRed^* ECs at E18.5. (C) Proportion of different cell types in *Cxcl12^DsRed/+^* and *Cxcl12^DsRed/DsRed^* at E18.5. (D,E) UMAP embedding of cells colored by *Mki67* expression in *Cxcl12^DsRed/+^* (D) and *Cxcl12^DsRed/DsRed^* (E) ECs at E18.5. (F-K) Assessment of proliferation measured by EdU incorporation in *Cxcl12^DsRed/+^* and *Cxcl12^DsRed/DsRed^* macro- and micro-ECs. (F-I) IHC for EdU, ERG and EMCN to mark proliferating macro- and micro-ECs in in *Cxcl12^DsRed/+^* (F,G) and *Cxcl12^DsRed/DsRed^* (H,I) lung sections. Insets show higher magnification of the boxed areas. (J,K) Quantification of the percentage of EdU^+^/ERG^+^ macro- (J) and micro- (K) ECs in *Cxcl12^DsRed/+^* and *Cxcl12^DsRed/DsRed^* lungs (*n*=4). *P<0.005. Scale bar: 10 µm (F-I, main panels); 10 µm (F-I, insets).

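Proliferating-like cells, named from cell cycle markers without Mki67, made up 12.4% (11.2 to 13.7) of the ECs in the library labelled null and 14.1% (12.5 to 15.8) in the library labelled control. The difference of -1.69 percentage points had an interval of -4.63 to 1.21, and it was 0.85 without the Scrublet calls and 0.090 with log-normalized values. Mki67 (ENSMUSG00000031004) stood at 96.2 CPM (92.7 to 99.9) in the ECs of the library labelled null and 107 CPM (102 to 112) in those of the library labelled control, a log2 ratio of -0.15. With the SoupX-adjusted values it stood at 111 CPM (107 to 116) and 167 CPM (159 to 176), a log2 ratio of -0.58. After thinning, 8.58% (7.56 to 9.70) and 8.81% (7.52 to 10.2) of the ECs had an Mki67 UMI, with 23 and 4 ECs left out. Without thinning, the shares were 16.1% and 15.2% at median depths of 8493 and 7703 UMIs.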

To determine whether differences in proliferation are a mechanism responsible for the diminished number of ECs and pulmonary hypoplasia, we examined *Mki67* expression, noting no significant changes in the number of proliferating ECs at E18.5 by scRNA-seq (Fig. 6C-E). We further interrogated proliferation by IHC at E15.5, an earlier time point when the vasculature demonstrates more rapid growth. Using antibodies to EMCN to mark capillary and venous endothelium, ERG for pan-endothelium, and 5-ethynyl-2′-deoxyuridine (EdU) incorporation for proliferation, we quantified the number of proliferating endothelial cells (Fig. 6F-K). At E15.5, we observed a significant decrease in the proliferation of both proximal macrovessel and distal plexus ECs in *Cxcl12^DsRed/DsRed^* embryonic lungs, indicating an early proliferative defect.

### Endothelial loss of CXCL12 leads to primary branching defects in the pulmonary artery

CXCL12 is expressed highly not only in the distal arterial endothelium but also in the proximal vascular smooth muscle in the lung. To determine whether the phenotype exhibited by *Cxcl12^DsRed/DsRed^* is primarily endothelial driven, we deleted endothelial-derived CXCL12 using *Tek^Cre^* and assessed vascular development (Fig. 7A-E). Compared with control embryonic lungs, we observed primary branching defects in *Tek^Cre^;Cxcl12^DsRed/loxp^* embryonic lungs, wherein secondary branch number was decreased (Fig. 7A,B). Otherwise, the lung lobe looked relatively normal with subtle defects. To evaluate changes in capillary density, we performed IHC for EMCN and used 3D surface rendering to calculate the volume density (Fig. 7C,D). Our quantifications did not show any significant changes in capillary density (Fig. 7E). Although endothelial-derived CXCL12 contributes to some aspects of pulmonary vascular development, there likely exists synergistic or compensatory contribution(s) from additional CXCL12 signaling niches.

**Fig. 7.**
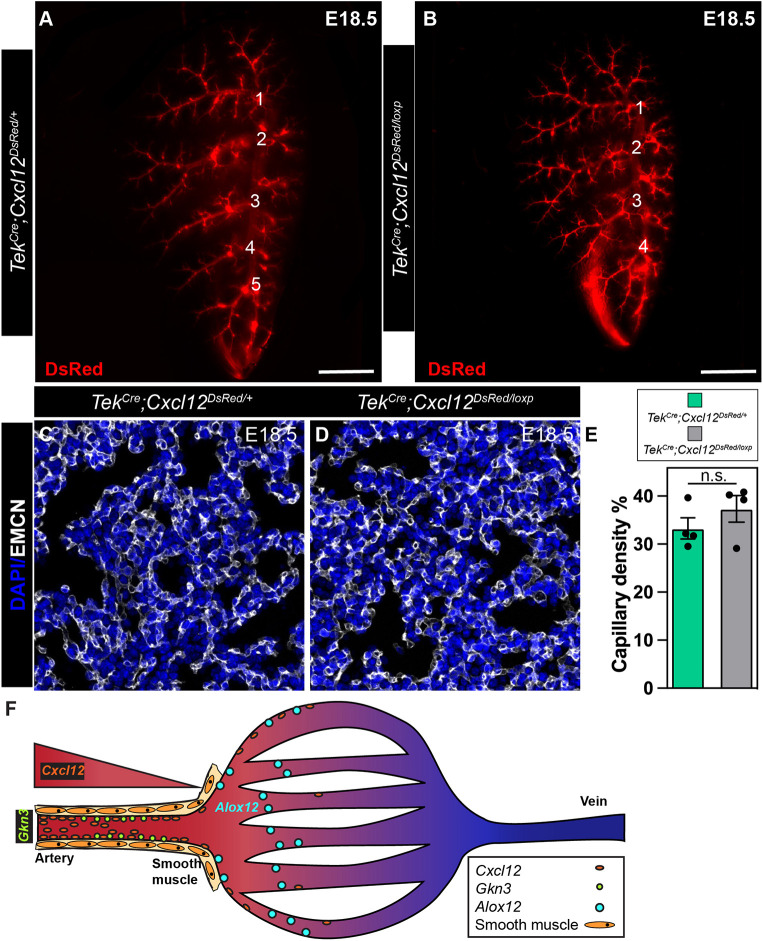
**EC-specific loss of CXCL12 leads to branching defects.** (A,B) Whole-mount imaging of the left lobe of *Tek^Cre^;Cxcl12^DsRed/+^* (A) and *Tek^Cre^;Cxcl12^DsRed/loxp/+^* (B) embryos (numbers signify branching points). (C,D) IHC staining for EMCN to delineate capillaries in *Tek^Cre^;Cxcl12^DsRed/+^* (C) and *Tek^Cre^;Cxcl12^DsRed/loxp/+^* (D) embryonic lungs. (E) Quantification of capillary density (*n*=4). n.s., not significant (*P*=0.485). (F) Model of CXCL12 and arterial heterogeneity. A gradient of *Cxcl12* expression exists in distal pulmonary vasculature that delineates the arterial endothelium into proximal *Gkn^+^* and distal *Alox12^+^* subpopulation with distinct functions. Scale bars: 1 mm (A,B); 50 µm (C,D).

### Loss of CXCL12 leads to significant transcriptome changes in the endothelial niche

Lung development is a coordinated process involving communication between cellular and tissue types. Failure of this reciprocal behavior results in transcriptional changes and defects in development. This process can be elegantly annotated using scRNA-seq. 

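The libraries labelled null and control were compared class by class as the median size of the log2 ratio over genes of at least 50 CPM, with the UMIs of each class thinned to a common depth. With 1 library each, no gene was called changed. The median was 0.0945 in the ECs, 0.118 in the epithelium, 0.116 in the mesenchyme and 0.0921 in the immune cells, against about 0.037 from counting error. The SoupX-adjusted values moved these medians the most, to 0.213, 0.248, 0.237 and 0.227. By the size of the log2 ratio, Cxcl12, Hebp1 and Car4 led the genes higher in the ECs of the library labelled null, and Cd200, Maf and Tpm3-rs7 the genes lower there. Hebp1 (ENSMUSG00000042770, chromosome 6, 135137522 to 135198022) stood at 63.3 CPM in the library labelled null and 11.8 CPM in the library labelled control. Cd200 (ENSMUSG00000022661, chromosome 16, 45382135 to 45409053) stood at 146 and 377 CPM, and Tpm3-rs7 shares 41.5% of its 3′ end with Tpm3 and is uncertain. In the mesenchyme, Cxcl12 stood at 51.6 and 0.423 CPM and Igfbp2 (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474) at 122 and 10.8 CPM. Igfbp2 led an adventitial fibroblast-like cluster of 656 and 234 cells, so its level was not parted from the share of these cells. Gm13305, at 51.5 and 1.17 CPM, shares 61.2% of its 3′ end with Il11ra1 and Il11ra2, and its level is uncertain. Igfbp3 led the genes lower in the mesenchyme of the library labelled null, with 78.8 and 251 CPM. These directions are by label, and Cxcl12 itself runs against the labels.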

Analysis of UMAP embedding of cells from two E18.5 control and two *Cxcl12^DsRed/DsRed^* embryonic lungs revealed transcriptional changes in multiple endothelial niche compartments (Fig. S6B,C, Table S3). 

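Immune cells made up 9.74% (9.14 to 10.4) of the library labelled null and 10.8% (10.1 to 11.5) of the library labelled control. Mesenchymal cells made up 52.7% (51.7 to 53.7) and 54.8% (53.7 to 56.0), and epithelial cells 5.603% (5.14 to 6.10) and 9.37% (8.72 to 10.1). Adventitial fibroblast-like cells made up 11.9% and 4.62%, pericyte-like cells 3.11% and 3.11%, and unnamed mesenchymal clusters 7.43% and 14.04%. The lungs were not sorted, and Cxcl12 UMIs run against the labels of both libraries.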

Although overall numbers of cell populations were mostly unaffected, there were significant differences in cell type-specific transcriptomes in control versus null embryos. In particular, the immune cells, including the interstitial and alveolar macrophages, demonstrated significant changes in gene enrichment. In addition, the examination of the epithelium, including secretory, ciliated, alveolar type 1 (AT1) and alveolar type 2 (AT2) cells, revealed significant differences in gene enrichment (Fig. S6E-H). 

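Among the immune cells, 207 of 883 and 186 of 802 were interstitial macrophage-like, 563 and 568 monocyte-like and 113 and 48 proliferating-like in the libraries labelled null and control. The monocyte-like cluster had Ear1 and Ear2 but none of the naming markers of monocytes among its 10 leading genes, so its name is uncertain. Clustering on the counts as deposited gave a cluster of 1173 cells, 557 and 616, with most of the same leading genes that was named alveolar macrophage-like, and no monocyte-like cluster. Dlk1 (ENSMUSG00000040856, chromosome 12, 109452823 to 109463336) led the genes higher in the immune cells of the library labelled null, with 96.3 CPM against 34.6 CPM. Ube2c, of which 0.415% of the 3′ end lies in another gene, followed with 176 and 70.7 CPM, and then Ccnb2 (ENSMUSG00000032218, chromosome 9, 70407692 to 70421547) with 60.6 and 25.3 CPM. Both are cell cycle genes, and the share of proliferating-like cells among the immune cells was higher in the library labelled null. In the other direction, Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568) stood at 55.7 and 119 CPM, BC018473 at 29.1 and 78.4 CPM, and Lepr, with 5.77% of its 3′ end in another gene, at 37.9 and 85.4 CPM. Cxcl12 UMIs run against the labels, so these directions are by label.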

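The epithelium held 101 and 203 AT1-like, 169 and 262 AT2-like, 100 and 98 ciliated-like and 138 and 135 secretory-like cells in the libraries labelled null and control. At a common depth, the median size of the log2 ratio was 0.200 in AT1-like, 0.167 in AT2-like, 0.176 in ciliated-like and 0.178 in secretory-like cells, against about 0.10 from counting error. Tff3 (ENSMUSG00000024029, chromosome 17, 31125306 to 31129646) stood at 50.9 CPM in the epithelium of the library labelled null, but all 545 of its UMIs came from 1 cell. Retnlb stood at 83.4 CPM with 99.1% of its UMIs in 5 cells, and Spink4 at 67.9 CPM with 97.1% in 5 cells. Pnliprp1 (ENSMUSG00000042179, chromosome 19, 58728887 to 58744169) led the genes lower there, with 10.1 CPM against 50.9 CPM. In the libraries labelled null and control, 63.9% and 51.2% of its UMIs lay in 5 cells. Scgb3a1 followed with 21.7 and 88.2 CPM, of which 82.8% and 95.5% lay in 5 cells of each library. Cwc22 stood at 89.6 and 175 CPM, and 9.59% of its 3′ end lies in 8 other genes. Because Cxcl12 runs against the labels, no direction by genotype is given.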

Evaluating broad changes using the top upregulated and downregulated genes in knockout versus control whole lungs was performed with GO term enrichment. We observed that there was an enrichment of genes associated with blood vessel morphogenesis and categories associated with mitochondrial bioenergetics in endothelial cells. The epithelium had enrichment of genes involved in the regulation of endothelin production. Immune cells expressed genes involved in microglial cell or macrophage activation, and mesenchymal cells were enriched in genes involved in membrane transport (Fig. S6E-H, Table S4).

Given that global deletion of CXCL12 led to multicompartmental transcriptomic changes in the lung, we assessed whether these changes were accompanied by defects in the non-endothelial CXCL12 signaling niche. Previous studies demonstrated CXCL12 signaling involvement in vascular smooth muscle (VSM) responses in development and disease (Dai et al., 2018; Stratman et al., 2020; Wei et al., 2015; Yuan et al., 2020). To assess CXCL12 effects on VSMCs during lung development, we performed a previously described method using IHC for ACTA2 and quantification of VSM wall thickness (Stratman et al., 2020). Quantification of VSM wall thickness surrounding proximal arteries revealed no differences between control and null embryonic lungs (Fig. S7A-C). Additionally, loss of CXCL12 led to significant transcriptome changes in the epithelium, indicating potential disruption of epithelial growth and development. We did not observe any obvious defects in epithelial branching morphogenesis and quantification of proliferating NKX2-1^+^ epithelial cells at E15.5, a time point showing significant epithelial and endothelial proliferation, revealed no significant difference (Fig. S7D-F) (Frank et al., 2016).

## DISCUSSION

We have developed a temporal and spatially integrated transcriptomic atlas of *Cxcl12*^+^ endothelium during lung development. With these data, we identified two arterial endothelial cells populations in the developing lung (Fig. 7F). This is one of the first studies uncovering functionally and spatially defined subpopulations in developing arterial endothelium. This distinction improves recognition of distinct roles for arterial ECs in patterning and assembly of the developing artery. In addition, we have delineated CXCL12 signaling components in the developing pulmonary vasculature and uncovered unique cell type-specific expression patterns. Finally, we have provided a framework for analysis of branching abnormalities in the pulmonary vasculature and uncovered several roles for CXCL12 in pulmonary vascular development, identifying a role in proliferation and vascular branching for the lung.

### Proximal-distal patterning of the pulmonary artery indicates distinct spatial functions

From E15.5 to P8, the intrapulmonary artery segregates into proximal and distal subpopulations. Gene set enrichment on GO terms in these populations suggests distinct functions. The proximal artery expresses genes associated with extracellular structure and matrix formation, suggesting a role for vessel wall construction. In contrast, the distal artery expresses genes important in vascular development and morphogenesis. Previous descriptions of distinct subpopulations of arterial endothelium in other developing organs, such as the coronary arterial system, have been limited to only subtypes of varying maturation stages (Su et al., 2018). Although compartmentalization of the capillary endothelium of the lung has been previously demonstrated, this is one of the first studies defining the developing arterial endothelium into spatial and functionally different subpopulations in any organ system (Gillich et al., 2020; Niethamer et al., 2020; Vila Ellis et al., 2020).

Functionally distinct arterial endothelial subpopulations exist in other adult organs as well. The kidney contains 24 subpopulations of endothelium, and arterial endothelium can be divided into efferent, afferent and juxtaglomerular apparatus-associated afferent arteriole populations by gene expression and function (Dumas et al., 2020). These three populations have previously established physiological functions within the kidney. Similarly, the aorta is segregated into subpopulations that regulate different arterial responses at homeostasis and in hypertensive states in humans and mice (Kalluri et al., 2019; Zhang et al., 2021). Similar findings exist in a study on the adult human pulmonary artery endothelium in health and disease. The pulmonary artery endothelium has been profiled from adult control and patients with pulmonary arterial hypertension (PAH) (Asosingh et al., 2021). In this study, scRNA-seq-based clustering uncovered heterogeneity, including arterial endothelial cell subpopulations enriched for genes involved in quiescence, proliferation and angiogenesis. PAH subpopulations demonstrated a higher contribution of cells with gene enrichment for angiogenesis and proliferation, consistent with known pathological findings in PAH. Whether clusters enriched for angiogenesis corroborate our developmental arterial clusters is unknown. For this investigation, cells were only isolated from the main pulmonary artery and first to fourth branches, whereas our data represent more distal and terminal branches of the developing arterial tree. Nevertheless, comparison of the top genes in the human control and PAH angiogenic clusters with our data do suggest *CXCR4* as a shared gene. *Cxcr4* is enriched in our distal angiogenesis cluster and suggests a common pathway in development and disease.

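Over all sorted ECs, the Spearman coefficient of Cxcr4 with Cxcl12 was 0.186, which placed it at rank 150 of 11546 genes. In the whole E18.5 lungs, Cxcr4 stood at 189 CPM in the maEC2-like, 41.6 CPM in the maEC1-like and 61.3 CPM in the gCap-like cells of the library labelled null. The values were 136, 44.9 and 55.2 CPM in the library labelled control, whose few Cxcl12 UMIs go against that label.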

Our unbiased cell clustering and gene annotation of these clusters identified *Gkn3* and *Alox12* as representative markers of the proximal and distal maECs, respectively. GKN3 was previously identified as an arterial endothelial marker in the brain (Vanlandewijck et al., 2018), indicating its potential as a marker for subpopulations of the arterial endothelium in other vascular beds. ALOX12 has been implicated in the regulation of angiogenesis in other organs and in maladaptive vascular remodeling in pulmonary hypertension (Preston et al., 2006; Zhang et al., 2018; Zheng et al., 2020). This functional prediction is in line with considering ALOX12 as a marker for distal artery endothelium. Similarly, GO analysis of proximal artery endothelium suggested a role in extracellular structure and matrix formation. The importance of our ability to distinguish functional endothelial cellular compartments is twofold. First, we have highlighted genes crucial for angiogenesis that are distinct from those involved in vascular wall assembly. This distinction provides the framework for studying known and novel signaling pathways in a compartmental and functional process to identify potential mechanisms and therapies for vascular regeneration. Second, components of signaling pathways, such as Notch signaling, are broadly expressed in arterial EC populations (Mack and Iruela-Arispe, 2018). Our arterial EC subpopulation gene enrichment analysis now allows us to define differential expression of receptors, ligands and/or transcription factors in these specific arterial subpopulations to improve interrogation of signaling mechanisms. As such, future studies could be designed to examine the interactions of both distal and proximal arterial endothelial cells within their specific niches during vascular growth and assembly.

### CXCL12 signaling defines lung EC compartments and regulates vascular growth

CXCL12 signaling is an evolutionarily conserved angiogenic pathway important for vascular development and regeneration (Red-Horse and Siekmann, 2019). The pathway functions primarily in the recruitment of cells via chemotaxis-directed migration, but it is also implicated in cellular proliferation (Bianchi and Mezzapelle, 2020; Majumdar et al., 2014). Directed cell migration is mediated by a gradient of CXCL12 expression with cellular recruitment to the area of highest expression. One example is the coronary arterial system derived from a vascular plexus that arises from the sinus venosus (Red-Horse et al., 2010). Disruption of this gradient by deletion of CXCL12 results in failure of the coronary artery system to connect to the aorta (Ivins et al., 2015). Whether CXCL12 functions in a similar fashion in the lung is still unclear as we were unable to replicate the full phenotype of the global knockout using EC-specific deletion of CXCL12. Although haptotaxis could still be a mechanism for pulmonary vascular assembly, the source of CXCL12 is likely via ECs and mesenchymal cells for recruitment of ECs to the growing vessel. Studies designed to confirm this hypothesis would have to include a dual Cre recombinase approach using EC-, VSMC- and other mesenchymal-specific Cre recombinases together. Nevertheless, CXCL12 signaling in the endothelium appears to be the primary mechanism behind pulmonary vascular development. Indeed, deletion of CXCR4 using a pan-endothelial Cre recombinase corroborated the branching defects seen with global CXCL12 deletion (Kim et al., 2017). CXCR4 is found on the distal artery and capillary ECs, and ACKR3 is expressed in capillary and venous endothelium. Thus, CXCR4 and ACKR3 expression in their respective compartments could explain the reduction in capillary and venous density observed in *Cxcl12^DsRed/DsRed^* mutants. Future studies deleting these receptors from arterial, capillary or venous endothelium should clarify these mechanisms.

We observed aberrant branching and growth of the pulmonary arterial tree as has been previously described after deletion of CXCL12 (Kim et al., 2017). We have further expanded on this finding and have quantified branching defects seen in *Cxcl12^DsRed/DsRed^* mutants. Furthermore, we discovered a role for CXCL12 in growth of the pulmonary vasculature. Our mutants had significantly reduced arterial and capillary density, suggesting ubiquitous pulmonary vascular hypoplasia. Although branching and the total number of arteries in mutants were increased, the mean diameters were significantly decreased. Smaller vessels will occupy significantly less volume than the larger vessels seen in control embryos and this may explain the reduction in density. Capillary EC deficits have been previously described in an adult pneumonectomy regeneration model in mice. Deletion of CXCL12 in platelets or CXCR4 alone or combined with ACKR3 deletion resulted in a significant reduction in pulmonary capillary EC proliferation, indicating fetal programs as a mechanism for regeneration in the lung (Rafii et al., 2015). Indeed, a CXCL12 therapeutic approach has been used to treat hyperoxia-induced neonatal rodent lung injury (De Paepe et al., 2020; Guerra et al., 2019).

### The CXCL12 endothelial signaling niche affects multiple cell types in the lung

UMAP-based clustering and cell annotation in our scRNA-seq on control versus *Cxcl12^DsRed/DsRed^* mutant embryonic lungs revealed significant cellular population and transcriptomic changes in multiple cell types. 

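Alveolar fibroblast-like cells made up 1284 of 9067 cells or 14.2% (13.5 to 14.9) in the E18.5 library labelled null, and 1335 of 7448 or 17.9% (17.1 to 18.8) in the library labelled control. The difference was -3.76 percentage points, and -4.30 to -3.59 under the alternatives. It ran opposite to the EC difference between the same libraries, and Cxcl12 UMIs run against their labels.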

Although both ECs and alveolar fibroblasts appeared to be reduced in number, the EC effect was pan-vascular. Differences in the transcriptome occurred in several tissue compartments. In particular, the immune system and epithelium demonstrated significant transcriptomic changes.

For the immune system, CXCL12 and immune cell chemotaxis is well studied. Expression of CXCL12 in the endothelium allows recruitment and transmigration of cells across the vessel wall to areas of infection and inflammation (Cheng et al., 2014). In our data, transcriptomic changes appeared predominantly in alveolar and interstitial macrophages. 

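Thinned to a common depth, the median size of the log2 ratio between the libraries labelled null and control was 0.148 (0.142 to 0.155) in the interstitial macrophage-like and 0.139 (0.133 to 0.145) in the monocyte-like cells. These intervals rank the genes, taken as independent, and are not counting error. Among the mesenchymal populations the median ran from 0.152 in myofibroblast or smooth muscle-like cells to 0.178 in adventitial fibroblast-like cells.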

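In the immune cells of the E18.5 whole lungs, Cxcr4 stood at 24.8 CPM (22.5 to 27.4) in the library labelled null and 19.6 CPM (17.4 to 22.0) in the library labelled control. A Cxcr4 UMI was present in 5.23% and 4.36% of the thinned immune cells, at median depths of 16385 and 16454 UMIs. Epithelial cells, which served as the reference, had one in 0.39% and 0.72% of cells at median depths of 18331 and 14295 UMIs. Their Cxcr4 CPM lay above that of the alveolar fibroblast-like cells in both libraries, so they may hold more than a background. Cxcr4 stood at 25.4 and 20.8 CPM in the monocyte-like and 10.7 and 10.3 CPM in the interstitial macrophage-like cells. Ackr3 stood at 12.4 and 12.8 CPM in the monocyte-like cells, a cluster whose counterpart on the counts as deposited was named alveolar macrophage-like, and at 4.25 and 7.81 CPM in the interstitial macrophage-like cells. With the SoupX-adjusted values, Ackr3 was 12.7 and 15.2 CPM in the former and 0 in the latter. The thinned share of immune cells with an Ackr3 UMI was 1.37% in each library, and 0.99% and 0.57% in the epithelium. The ECs held 88.2 and 103 CPM of Ackr3.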

CXCR4 is broadly expressed by immune cells in our dataset, but ACKR3 is restricted to macrophages. Both receptors are implicated in recruitment of macrophages and differentiation from monocytes (Man et al., 2012; Sánchez-Martín et al., 2011). Despite this evidence, given our global knockout strategy, it is not known whether transcriptional changes in immune cell types are a consequence of early developmental alterations arising in the bone marrow or innate to the lung.

Epithelial-endothelial interactions play an important role in lung development and regeneration. Growth factors such as vascular endothelial growth factor A (VEGFA), Wingless and Int-1 (WNT) ligands and sonic hedgehog (SHH) mediate reciprocal communication to orchestrate both airway and vascular development (Cornett et al., 2013; Del Moral et al., 2006; Peng et al., 2013; Vila Ellis et al., 2020; Yamamoto et al., 2007). Although these interactions are direct in lung development, the mechanism of CXCL12 signaling mediating vascular development is unclear. 

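In the epithelium of the E18.5 whole lungs, Cxcr4 stood at 3.92 CPM (2.83 to 5.30) in the library labelled null and 4.73 CPM (3.60 to 6.10) in the library labelled control. Ackr3 stood at 3.27 CPM (2.28 to 4.55) and 2.16 CPM (1.43 to 3.15). SoupX adjustment lowered Cxcr4 to 0.961 and 0.614 CPM and Ackr3 to 0. The alveolar fibroblast-like cells, which served as the background, held 0.828 and 0.192 CPM of Cxcr4, and 0.23% and 0.075% of them had a UMI after thinning, at median depths of 9026.5 and 7523 UMIs. The mesenchyme as a whole held 4.54 and 2.70 CPM of Cxcr4 and 7.41 and 1.66 CPM of Ackr3. Of the other chemokine receptors in the epithelium, Ccr2 was at 13.8 and 4.17 CPM, Cx3cr1 at 8.69 and 3.37 CPM, and Ccr1 at 4.48 and 2.08 CPM. The immune cells held 405 and 363 CPM of Ccr2, the alveolar fibroblast-like cells 0.662 and 0.6703 CPM, and SoupX adjustment left 10.3 and 2.62 CPM in the epithelium. Cxcr5 was at 1.12 and 0.88 CPM and Cxcr2 at 0.84 and 1.36 CPM, and each of the others was under 1 CPM in both libraries.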

In our single-cell profiling of lung cells, the epithelium does not express CXCR4, ACKR3 or any additional chemokine receptors in this family. This may be a result of the limitations of scRNA-seq and its sequencing depth as there is other evidence of CXCR4 expression in AT2s in humans (Murdoch et al., 1999). Alternatively, there may be an indirect relationship mediated via an additional niche cell, such as mesenchyme or immune cell populations. Despite these transcriptomic changes, our data revealed no effect on proliferation in the epithelium in null embryonic lungs nor was there a change in the amount of VSM surrounding arteries, indicating that most gross anatomical defects are restricted to the endothelium.

In summary, we have defined a CXCL12 signaling single-cell atlas. In doing so, we uncovered arterial heterogeneity with distinct functional transcriptomes. These findings will improve our understanding of signaling mechanisms along the pulmonary arterial tree. In addition, the CXCL12 signaling axis plays an important role in all developing lung endothelial compartments. As such, CXCL12 signaling may prove to be a therapeutic target for diverse forms of pulmonary vascular hypoplasia and in promoting lung vascular regeneration after injury.

## MATERIALS AND METHODS

### Animals

Development and genotyping information of mouse lines *Cxcl12*^tm2.1Sjm/^J (The Jackson Laboratory, stock #022458, Cxcl12^DsRed^) and *Cxcl12*^tm1.1Sjm/^J (The Jackson Laboratory, stock #022457, Cxcl12^loxp/loxp^) have been previously described (Ding and Morrison, 2013). The endothelial-specific Cre driver *Tek^Cre^* [Tg(*Tek-Cre^1Ywa^*), stock #008863] was used to delete CXCL12 in the endothelium (Kisanuki et al., 2001). Timed matings were performed, counting the day of plug as E0.5. Lungs were harvested from embryos from both heterozygous (*Cxcl12^DsRed/+^*) and homozygous knockout (*Cxcl12^Dsred/DsRed^*) mice, and they were prepared as noted below for whole-mount and tissue section staining. All animal studies were performed in adherence to the guidelines of the Children's Hospital of Philadelphia Institutional Animal Care and Use Committee.

### Whole-mount imaging

Lungs were harvested at E12.5, E13.5, E15.5, E17.5 and E18.5 from both heterozygous (*Cxcl12^DsRed/+^*) and homozygous knockout (*Cxcl12^Dsred/DsRed^*) mice. Based on previously established protocols (Das et al., 2019), lungs were fixed in 2% paraformaldehyde for 4 h and then imaged for DsRed to evaluate the arterial endothelium or prepared for immunofluorescence-based whole-mount imaging. Lung lobes were incubated with primary antibody (rabbit anti-VWF, 1:100, F3520, Sigma-Aldrich; goat anti-EMCN, 1:200, AF4666, R&D Systems), in 5% donkey serum and 0.5% Triton X-100 in PBS (PBST) for 4 h at room temperature (RT) on a shaker, and overnight at 4°C on a shaker. The samples were washed in 0.5% PBST (four 30 min washes at RT), then overnight at 4°C on a shaker. The samples were then incubated in secondary antibody (donkey anti-mouse Alexa Fluor 488, A-21202 and anti-goat Alexa Fluor 647, A21447, Thermo Fisher Scientific, 1:250), in 5% donkey serum and 0.5% PBST for 1 h at RT on a shaker followed by overnight at 4°C. The lungs were washed in 0.5% PBST (four 30 min washes at RT), fixed in 2% paraformaldehyde for 2 h at RT and then washed with PBS (two 30 min washes at RT). Finally, the lungs were cleared using CUBIC (RIA reagent) overnight at 37°C, and then stored at 4°C until imaged using a Leica DMi8 Thunder system and/or Leica DMi8 confocal microscope.

### Immunohistochemistry

Lungs were harvested and fixed as previously described (Frank et al., 2019). They were then washed, dehydrated, embedded in paraffin, and 6-µm sections were obtained. IHC was performed on E15.5, E17.5 and E18.5 sections. In brief, the sections were deparaffinized and rehydrated followed by antigen retrieval (Reveal Decloaker, MSPP-RV1000M, Biocare Medical). The sections were incubated with 3% H_2_O_2_ for 15 min to quench endogenous peroxidases, blocked with 5% donkey serum, and, finally, incubated with primary antibody (rabbit anti-VWF, 1:250, F3520, Sigma-Aldrich; goat anti-EMCN, 1:200, AF4666, R&D Systems; mouse anti-ACTA2, 1:500, A5228, Sigma-Aldrich; rabbit anti-RFP, 1:50, 600-401-379, Rockland Immunochemicals) in 0.1% PBST overnight at 4°C. The presence of relevant proteins was visualized using Alexa Fluor secondary antibodies (donkey anti-mouse Alexa Fluor 488, 1:250, A-21202, Sigma-Aldrich; donkey anti-rabbit Alexa Fluor 555, A-31572, Thermo Fisher Scientific; donkey anti-goat Alexa Fluor 647 1:250, A-21447, Thermo Fisher Scientific).

### RNA FISH

RNA FISH was performed with the RNAscope Multiplex fluorescent V2 Assay [323100, Advanced Cell Diagnostics (ACDBio)] per the manufacture's recommendations. RNAscope 3-plex negative control probe (*DapB*) and mouse specific 3-plex positive control probe (*Polr2a*) were used for control sections. RNAscope target probes included *Cxcl12*, *Cxcr4*, *Ackr3*, *Gkn3*, *Alox12*, *Gja5*, *Nrg1*, *Apln* and *Gpihbp1*, and images were obtained on channels C1, C2, C3 and C4 with Opal fluorophore reagents (Opal 520 FP1487001, Opal 540 FP1494001, Opal 570 FP1488001 or Opal 650 FP1496001, Akoya Biosciences). Finally, slides were incubated in DAPI for 30 s and then mounted using Prolong Gold Antifade Mountant (P36930, Thermo Fisher Scientific).

### Quantification of arterial branching using Imaris Filament

The Filament analysis function of Imaris 9.2 was utilized to trace the arteries using manual tracing with the ‘autopath’ function. The branching angle, number of branches and Sholl analysis was calculated using predetermined algorithms within the function. In brief, the number of branches at the periphery of the lung was calculated after identifying the quaternary branch, which was spatially conserved between *Cxcl12^DsRed/+^* and *Cxcl12^DsRed/DsRed^* mice. To do this, we identified the same region of the lung between various samples and marked the quaternary branch that was conserved between these samples. Sholl analysis involved plotting concentric circles in outward direction at 1 µm distance from the point of origin, and then identifying the number of branches that intersects every concentric circle. Finally, the diameter of all branches was individually measured and were classified as secondary (2°), tertiary (3°), quaternary (4°) and quinary (5°) in the proximal-to-distal direction and based on the hierarchy of arterial branching in the lungs.

### Quantification of vascular density and vein counts

RNA FISH combined with IHC was performed on sections as noted above. Capillary and arterial density were measured on 40× magnification confocal *z*-stacks using Imaris software (version 9.7.2). From whole lung, six identical regions were selected per mice lung. For each image, the whole-tissue region was measured with 3D reconstruction of DAPI-stained tissue using the ‘surface’ function. The total tissue volume was acquired using the ‘volume statistics’ function in Imaris. In order to measure vessel density, a single channel of macrovascular (VWF), capillary (EMCN) or arterial (Cxcl12-DsRed) marker was also reconstructed in 3D using the ‘surface’ function. For capillary density, macrovasculature (VWF) was excluded from the 3D reconstruction to measure only capillaries. The tissue volume was measured using volume statistics. The same threshold parameters were applied when comparing knockout and control groups. Both capillary and arterial density were obtained by dividing the capillary or arterial volume by the total lung volume per image (Chen et al., 2021; Nizari et al., 2019).

Arterial and vein count was measured from 40× magnification confocal images, with six identical regions selected per mouse lung. For each image, vessels stained with an arterial marker (*Gja5* RNA FISH or DsRed) and a macrovascular endothelial marker (VWF) were manually counted. The final vein count was obtained by excluding arteries from the total number of macrovessels stained. The vein count was then divided by the total number of vessels to avoid bias of image selection. Vascular smooth muscle wall thickness was evaluated by IHC for ACTA2, imaged at 40× magnification and measured using Fiji.

### Quantification of proliferation

To quantify proliferative endothelial cells, we first performed IHC for pan-endothelium (rabbit anti-ERG, 1:100, ab214341, Abcam) and EMCN, which stains for capillary and venous endothelium. Following IHC, we performed a click chemistry-based EdU proliferation assay (Click-iT Plus EdU Alexa Fluor 647, C10640, Thermo Fisher Scientific). Pregnant dams were injected intraperitoneally at the desired time point with 50 gm/kg of EdU, and embryos were harvested 4 h following injection. We captured five random areas on each tissue section from each embryo. We counted the percentage of EdU^+^ cells in arteries, veins and capillaries. Briefly, we counted all ERG^+^ cells to determine the total endothelial cells in the field of view. We classified EMCN^−^/ERG^+^ cells as arterial endothelial cells and EMCN^+^/ERG^+^ cells as either capillary or venous endothelial cells. We differentiated venous cells from capillary cells by tracing a subset of cells which formed a lumen. Among these, EdU^+^ cells were counted to determine the percentage of proliferative cells in each subtype.

### Endothelial cell isolation

For the scRNA-seq time course of CXCL12^+^ endothelium, *Cxcl12^DsRed/+^* embryos were harvested at E13.5, E15.5, E18.5 and P8. For control versus knockout lung scRNA-seq comparison, *Cxcl12^DsRed/+^* and *Cxcl12^DsRed/DsRed^* embryos at E18.5 were harvested. Lungs were removed, minced and processed into a single-cell suspension in a Collagenase I (8 mg/5 ml, 17100017, Life Technologies)/Dispase (1:10, 354235, Corning)/RNase-free DNase (1:500, M6101, Promega) solution for 20 min at 37°C (Frank et al., 2016). CD31^+^/TdTomato^+^ cells underwent FACS-based isolation from single-cell suspension using a MoFlo Astrios EQ (Beckman Coulter) flow cytometer with antibody staining for CD31-PECy7 (25-311-82, Thermo Fisher Scientific), CD45-APC (17-0451-82, Thermo Fisher Scientific) and EpCAM- FITC (11-5791-82, Thermo Fisher Scientific). Following negative selection for CD45 and EpCAM, CD31^+^/TdTomato^+^ ECs and CD31^−^/TdTomato^+^ mesenchymal-enriched cells were collected in FACS buffer without EDTA.

### scRNA-seq library preparation and next-generation sequencing

Cells were pelleted and live cell concentration was determined using Trypan Blue staining. The cell pellet was resuspended as per the 10x Genomics recommendation, and 16,500 cells were loaded onto the 10x Chromium Controller (10x Genomics), to target a recovery of 10,000 cells. The libraries were prepared according to the manufacturer's protocol using 10x Single cell 3′ v3 chemistry. These libraries were then sequenced on an Illumina HiSeq 2500 instrument. CellRanger Count v3.1 (10x Genomics) was used to align reads onto the mm10 reference genome.

### Analysis of single-cell sequencing data

For the *Cxcl12* knockout dataset, but not the dataset of *Cxcl12^+^* cells only, ambient background RNA was cleaned from the scRNA-seq data with ‘SoupX’ as described previously (Schuler et al., 2021; Young and Behjati, 2020). The following genes were used to estimate the non-expressing cells, calculate the contamination fraction, and adjust the gene expression counts: *Dcn*, *Bgn*, *Aspn*, *Ecm2*, *Fos*, *Hbb-bs*, *Hbb-bt*, *Hba-a1*, *Hba-a2*, *Lyz1*, *Lyz2*, *Mgp*, *Postn*, *Scgb1a1*. For all datasets, quality filtering was then used to remove cells with >10% or <0.5% mitochondrial mRNA, and to remove cells with <700 detected genes.

Dimensionality reduction, clustering and visualization were performed using Seurat v3.2.2 and sctransform (Hafemeister and Satija, 2019; Stuart et al., 2019), with manual inspection of the expression patterns of the marker genes *Pecam1*, *Ccl21a*, *Vwf*, *Nrg1*, *Plvap*, *Car4* and *Mki67*. sctransform was run with each sequencing reaction as a batch variable with the percentage of mitochondrial RNA as a regression variable. Further data cleaning was performed to remove gene counts for *Gm42418*, which is likely an rRNA (Kimmel et al., 2020). After removal of *Gm42418*, genes with expression in fewer than ten cells across the dataset were removed from further analysis. sctransform (version 0.3.2.9008) was used with glmGamPoi (version 1.2.0) to normalize the data prior to principal component analysis, UMAP embedding, and cell clustering (Ahlmann-Eltze and Huber, 2021). For the *Cxcl12*^+^ sorted dataset, Louvain clustering was performed on the first 25 principal components with a resolution of 0.2. For the dataset investigating the effect of *Cxcl12* knockout, Louvain clustering was performed on the first 20 principal components with a resolution of 0.8. The difference in resolution was due to the number of cell types present in these two different experiments. All charts and heatmaps as part of the scRNA-seq analysis were generated with ggplot2, and all parts of the analysis were run in R 4.0.2. PANTHER GO enrichment analysis (version 10.5281/zenodo.5725227 released 2020-11-01) was performed on the top 40 genes enriched for interrogated clusters and reported by −log10(FDR) (Ashburner et al., 2000; Gene Ontology Consortium, 2021; Mi et al., 2019).

Predictions of RNA velocity were made using a velocyto, scVelo, CellRank pipeline. Spliced and unspliced mRNA counts were determined with velocyto (version 0.17.17) (La Manno et al., 2018) and analyzed using scVelo (version 0.2.3) with the dynamical model (Bergen et al., 2020). CellRank (version 1.5.0) was then used to infer the initial and terminal cell states (Lange et al., 2022). All packages were run in Python 3.7.11. A complete collection of all package versions, and code for all steps of the analysis is available at https://github.com/SucreLab/Cxcl12LungVascularDevelopment.

### Statistical analysis

To avoid assumption of normal distribution of data, nonparametric statistical tests were applied when applicable to test the significance between genotypes. Unpaired *t*-test was applied to compare changes in the number of branches, branching angle and diameter of the filaments. Mann–Whitney *U*-test was applied to detect the significant difference in arterial, venous and capillary density, arterial and venous number, and proliferation changes. Further, for Sholl analysis, Kolmogorov–Smirnov test was performed to detect significance difference. For all the tests, the significance level was set at α=0.05. All statistical tests were performed using GraphPad Prism 9 or MATLAB (2019_b).

## Supplementary Material

10.1242/develop.200909_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

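Lung cells from 6 droplet libraries were analysed, 4 of cells sorted from lungs with 1 copy of the Cxcl12-DsRed reporter over the time course, and 2 of whole E18.5 lungs labelled control and null. Samples were grouped by their labels, although the names of the deposited whole-lung data give the opposite genotypes. Each condition had 1 library, so no p-values, standard errors or numbers of changed genes are given. The authors sequenced 3′ tags, ran CellRanger on mm10 and deposited the number of UMIs of each gene in each called cell as counts, without normalization. The headers of the deposited matrices name version 3.1.0 for E13.5 and both whole lungs and 3.0.2 for the other libraries. For the whole lungs the authors also deposited expected counts, which are UMI counts adjusted with SoupX for free RNA, not whole numbers and not scaled for depth. The libraries held 63746333 to 117522172 UMIs. Their depth gives the counting intervals printed beside the values.

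Cells with 0.5% to 10% mitochondrial UMIs and at least 700 genes were kept, as in the paper's methods, and genes in fewer than 10 cells and Gm42418 were left out of the clustering. For the whole lungs these limits were applied to the SoupX-adjusted values. The authors normalized with sctransform and glmGamPoi. In their place analytic Pearson residuals (theta of 100) were computed within each library and the mitochondrial share was regressed out. Principal components were taken from 3000 variable genes, 25 components for the sorted and 20 for the whole-lung libraries. The 33 genes that the text reports for populations were left out of the variable genes and of the marker lists. A shared graph of 20 neighbours was clustered by the Louvain method with 10 starts and seed 1. Resolution was 0.8 for the first clustering of all cells, 0.2 for the sorted ECs together, as in the paper, and 0.8 for the whole lungs.

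Clusters were classed as endothelial, epithelial, mesenchymal or immune from broad markers. A cluster whose second class reached 0.4 of its first was called mixed, and one with over 10% haemoglobin UMIs erythroid or mixed. The EC populations and the other cell types were named by the highest mean log2 fold of their markers over the other cells of the library. A name needed 3 markers of at least 10 CPM, a score of at least 0.1, and no more markers of another name than of its own among the 10 leading genes. Clusters that failed stayed unnamed. The score of 0.1 and the resolution of 0.8 for ECs of each library alone were chosen after the cluster names had been seen, since a score of 0.3 left most gCap-like clusters unnamed and a resolution of 0.4 joined the arterial populations at P8. The EC counts and shares rest on the joint clustering at 0.2, and gene levels in populations on each library alone, where a population needed 50 cells.

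Gene levels are the summed UMIs of a population in CPM with exact Poisson intervals at 95%. Log2 ratios add 0.5 CPM, and are averaged over the libraries that hold both populations. Shares of cells carry exact Clopper-Pearson intervals, and a count of 0 is given with the limit that 3 counts set. Spearman coefficients with Cxcl12 used log-normalized values per 10000 UMIs. Time points were compared by Pearson correlation of log2 CPM after adding 1. The size of the expression difference between the whole-lung libraries is the median absolute log2 ratio over genes of at least 50 CPM, with all classes thinned to one depth over 20 draws. Its intervals are set by ranks of the genes around their median and take the genes as independent. They measure neither counting error nor the spread between lungs. The intervals of the differences in shares join opposite ends of both exact intervals. They cover counting error alone and are wider than 95%.

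Genes to be named were fixed in advance as those the paper names, the 5 genes with the largest mean ratio in each direction for the arterial populations among those with 1 direction in all libraries, the 5 with the highest Spearman coefficient, and the 3 with the largest ratio in each direction for each whole-lung class. The latter needed 50 CPM in 1 library and the same direction with the SoupX-adjusted values, and haemoglobin, mitochondrial, ribosomal protein and sex-linked genes were left out. The venous markers, the genes of sex and the genes leading some clusters were named after their values had been seen. Places come from the GENCODE M21 annotation of GRCm38. For 73 named genes, the last 300 bases of the transcripts were searched for 60-base stretches that occur in another gene, and 8 genes had one.

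The comparisons, markers and variants were set before the data were examined. The variants were the reported genes kept among the variable genes, log-normalized values without a library term, resolution 0.4, 15 principal components, at least 1000 genes per cell, no lower mitochondrial limit, Scrublet calls removed, seed 2, the mean of per-cell CPM, a pseudocount of 5 CPM, and SoupX-adjusted or deposited values. For the other measures they were a minimum of 10 CPM, residuals, coefficients within libraries, thinned cells, genes in at least 10% of cells, and Spearman in place of Pearson. Added after seeing the data were the clustering of each library alone at 0.8 and 0.4, all other ECs as the reference, thinned sums, and the comparisons without a mesenchyme-led or the least endothelial cluster. Scrublet expected 0.8% doublets per 1000 cells. Its own threshold was used except at E18.5 and P8, where it marked 0 cells and the highest scores up to the expected rate were taken instead, so that 728 and 571 cells were removed there.

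The methods were tested on simulated data. Among 2637 genes, 100 raised and 100 lowered by 2 on the log2 scale gave median ratios of 1.92 and -2.06. With no gene changed, the median absolute log2 ratio was 0.0430 against 0.0424 from counting error, and with every gene changed it was 0.752 against a true 0.682. Of 400 genes, 50 linked to a simulated level that stood for Cxcl12 had a median Spearman coefficient of 0.334 and the others -0.0541. That level had no counting error, unlike Cxcl12 UMIs, so this does not test the threshold of 0.3.

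Python 3.11.15, numpy 2.4.6, scipy 1.17.1, igraph 0.11.9, scanpy 1.11.5, anndata 0.12.19, pandas 2.3.3 and matplotlib 3.10.9 were used. UMAP embedding, RNA velocity, gene ontology enrichment, the reanalysis of published lung data and the imaging were not analysed here.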

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

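The mesenchymal cells reported here were found in the sorted libraries, which the paper describes for their ECs, and the tests on them were set down before their results were seen.

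At E13.5, 12407 of the 12726 cells kept, or 97.49%, were mesenchymal, and at E15.5 2471 of 11649, or 21.2%. They drew attention because the paper reports on the ECs of these libraries and not on these cells. At E18.5 the mesenchymal cells were 355 or 3.72%, and at P8 95 or 1.12%. Droplets with free RNA and no cell are argued against, since the mesenchymal cells at E13.5 held 1.08 times the median UMIs of the ECs of the library, 7212 against 6680. Their mesenchymal markers summed to 4588 CPM and their endothelial markers to 38.2 CPM.

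A candidate explanation is that cells positive for the reporter and negative for CD31, which the methods say were collected too, entered the library with the ECs. It needs Cxcl12 in the mesenchymal cells, which stood at 254 CPM (251 to 257) at E13.5, against 12.1 CPM (3.93 to 28.3) in 15 epithelial cells, and 63.0% of the mesenchymal cells had a UMI. At E15.5 the level was 273 CPM (266 to 280), and 36.3% of the mesenchymal cells had a UMI. The 25 epithelial cells there held 20.7 CPM (10.3 to 37.0), but the 13 immune cells 231 CPM (167 to 312). The E15.5 level therefore says less than that at E13.5. Age was not tested apart from the library, since each time point has 1 library, so a change in the mesenchyme with age stays open as well.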

How the results depend on the processing

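Clustering the ECs of each library alone, the comparison with all other ECs of the library, the thinning of summed UMIs and the removal of the mesenchyme-led cluster were tests chosen after the data had been seen. No paired analysis was possible because each condition had 1 library. The variants were run 1 choice at a time over 64 results and gave 584 values. Of these, 373 lay within the counting interval of the reported value (or within 1.5 times a count), 203 lay outside it with the same sign, and 8 changed sign. For the 19 results that answer a comparison the counts were 121, 36 and 2 of 159, and for the other 45 they were 252, 167 and 6 of 425.

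The EC share of the library labelled null minus that labelled control stayed between 6.96 and 8.66 percentage points, and the alveolar fibroblast-like difference between -4.30 and -3.59. The EC counts at E15.5, E18.5 and P8 and over all time points stayed within 1.5 times the reported count under every setting run, from 25339 to 26933 in all. The number of maEC1 genes higher in the maEC1-like cells was 6 under every setting run.

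Log-normalized values without a library term gave 183 ECs at E13.5 in place of 301. They gave a log2 ratio of Cxcl12 in maEC2-like over gCap-like cells of 3.15 in place of 2.40, and a fall of the proliferating-like share from E15.5 to E18.5 of 23.8 points in place of 20.0. Between the whole-lung libraries, the proliferating-like difference became 0.090 in place of -1.69 points, the systemic-type capillary-like difference 17.5 in place of -2.66, the maEC2-like difference 2.70 in place of 10.4 and the aCap-like difference 9.18 in place of 1.29.

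Removing the Scrublet calls gave 2.90 for the Cxcl12 ratio over gCap-like cells, 17.5 points for the proliferating-like fall and 0.85 points for the proliferating-like difference between the whole-lung libraries. Without a lower limit on the mitochondrial share the Cxcl12 ratio was 2.53, the proliferating-like fall 17.2 points and the Gja5 log2 ratio of maEC1-like over maEC2-like cells 0.026 in place of -0.15. The size of the expression difference between the whole-lung libraries was then 0.0872 in immune and 0.109 in mesenchymal cells, in place of 0.0921 and 0.116. At least 1000 genes per cell gave 1.90 for the Cxcl12 ratio and 0.12 for Gja5. With the reported genes among the variable genes these were 3.26 for the Cxcl12 ratio and 17.1 points for the proliferating-like fall. With 15 principal components the Cxcl12 ratio was 3.01, with another seed 2.63, and as the mean of per-cell CPM 2.29.

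At resolution 0.4, the ECs clustered together gave 1.96 for the Cxcl12 ratio and 5 of the 8 maEC2 genes in place of 3, at E18.5 alone, because only that library had enough cells of both names. The whole-lung aCap-like difference became -4.98 in place of 1.29 points. At resolution 0.2, the ECs clustered together gave -0.12 for Cxcl12 in the clusters closest to maEC2 over maEC1-like cells, in place of 1.30, 0.86 for Gja5 in maEC1-like cells over these clusters, and 0 of the 8 maEC2 genes. These clusters are larger than the maEC2-like populations and hold other cells too. The ECs of each library alone gave a proliferating-like fall of 12.0 points, and at resolution 0.4 a Cxcl12 ratio of 2.31. Against all other ECs of the library, 8 of the 8 maEC2 genes were higher in the maEC2-like cells.

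The genes with a Spearman coefficient above 0.3 with Cxcl12 were 490 on Pearson residuals and 13 on thinned cells, in place of 45. The mean correlation of E13.5 minus the lowest of another time point was -0.0161 by Spearman, -0.0105 over genes of at least 50 CPM, -0.0120 on thinned sums and -0.00625 without the cluster led by mesenchymal genes, in place of -0.0109. It could not be computed on maEC2-like cells alone, since E13.5 had fewer than 50.

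With SoupX-adjusted values, the log2 ratio of Cxcl12 between the whole-lung libraries was 7.04 in place of 6.76, that of Mki67 in the ECs was -0.58 in place of -0.15, and the size of the expression difference was 0.213 in ECs, 0.248 in epithelium, 0.237 in mesenchyme and 0.227 in immune cells. Over genes of at least 10 CPM it was 0.115, 0.139, 0.136 and 0.114, in place of 0.0945, 0.118, 0.116 and 0.0921. The cause was not tested for any of these values, apart from the populations missing at resolution 0.4. The E13.5 values rest on 301 ECs and the whole-lung lymphatic EC-like values on 18 and 6 cells, and these numbers limit them. Counting error widens the intervals of genes of few UMIs, such as Cxcr4 in the epithelium, at 3.92 CPM (2.83 to 5.30) in the library labelled null.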

Differences from the paper's values

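The comparison with all other ECs of the library and the clustering of each library alone were tests chosen after the data had been seen.

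The number of genes with a Spearman coefficient above 0.3 with Cxcl12 was 45, and the paper's value is 23. All alternatives set before the data were examined differ as well, with 490 on Pearson residuals, 47 as the mean of the coefficients within libraries, 44 over genes in at least 10% of cells, 45 without the Scrublet calls and 13 on thinned cells. The largest coefficient was that of Gja4, except on thinned cells, and Slc6a6 is among the genes above the threshold, both of which the paper names. The number of ECs at E13.5 was 301, within 1.5 times the paper's 391, and differed under log-normalized values alone, with 183.

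The paper states that the share of ECs was smaller in the null lungs. The share was 30.5% in the library labelled null and 23.2% in the library labelled control. Cxcl12 stood at 191 CPM over all cells of the former and 1.27 CPM in the latter, and the names of the deposited data give the opposite genotypes, so by Cxcl12 and by these names the smaller share is that of the null lungs, as in the paper, and by the labels it is that of the control. The paper proposes that alveolar fibroblasts were reduced too. They were 14.2% in the library labelled null and 17.9% in the library labelled control, a direction that goes with the paper's proposal by the labels and against it by Cxcl12 and the names.

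The paper lists 8 genes for maEC2 from the markers of that cluster, and does not state that each exceeds its level in maEC1. Over the whole list, 3 of 8 were higher in the maEC2-like than in the maEC1-like cells in each of 3 libraries. The mean log2 ratio of maEC1-like over maEC2-like cells was 0.98 for Jag1, 0.33 for Fbn1 and 0.18 for Gata6. In the other direction, it was -1.64 for Tgfb2, -1.30 for Cxcl12, -0.90 for Hey1, -0.74 for Sox17 and -0.26 for Vegfc. Against all other ECs of the library, 8 of 8 were higher in the maEC2-like cells, and this comparison was chosen after seeing the values. It drops none of the 8. The paper marks maEC1 with Gja5, which had a mean log2 ratio of -0.15, with 0.32 at E15.5, -1.48 at E18.5 and 0.69 at P8. By RNA FISH the paper found Gja5 with both the Gkn3 and the Alox12 cells, and it does not rank them by Gja5. At resolution 0.2 joint clustering gave 0.86 for Gja5 over the unnamed clusters closest to maEC2. Gkn3 and Alox12 lay in the directions that the paper states.

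The paper places Cxcr4 in maEC2 and a portion of the capillary ECs. It was highest in the maEC2-like cells among the arterial and capillary populations at E18.5 and P8, and in 92 aCap-like cells at E15.5, with 108 CPM against 50.9 CPM. The paper finds the DsRed-positive endothelium without venous cells, and 68 of 9079 ECs at E18.5 were venous EC-like. It dates gCap and aCap to after E15.5, and 21.7% of the ECs at E15.5 were gCap-like and 1.01% aCap-like with each library clustered alone. At resolution 0.4 with all libraries together the shares were 1.80% and 0.165%. Of the markers that the paper uses, the 92 aCap-like cells at E15.5 held 0 Car4 UMIs, which allow up to 3.47 CPM, and 52.1 CPM of Apln, and the gCap-like cells held 185 CPM of Gpihbp1 at E15.5 against 807 CPM at E18.5.

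The paper re-identified all its EC populations in the whole lungs and places the elevated Cxcl12 in maEC2. In the library labelled null, Cxcl12 stood at 1971 CPM in the maEC1-like and 1654 CPM in the maEC2-like cells. In the libraries at E15.5, E18.5 and P8, sorted on the Cxcl12 reporter and each clustered alone, it was highest in the maEC2-like cells. For the unnamed clusters closest to maEC2 under joint clustering at resolution 0.2, the mean log2 ratio over maEC1-like cells was -0.12. By time point it was 0.41, 0.20 and -0.97. These clusters are larger than the maEC2-like populations and hold other cells too. The paper reports changes in alveolar macrophages. The main clustering named no cluster alveolar macrophage-like, and the counts as deposited gave one of 1173 cells, with most of the leading genes of the cluster named monocyte-like in the main clustering.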

Other observations

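The tests of exchanged and of right labels, of free RNA behind the Cxcl12 UMIs, of doublets by library, of mesenchymal cells as the whole of a cluster and of the filters on the SoupX-adjusted values were chosen after the result was seen.

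Cxcl12 UMIs lay in the whole-lung library labelled null and hardly in the library labelled control. Right labels are argued against, since the maEC2-like cells of the library labelled control, with 1 intact copy of Cxcl12 by its label, held 18.9 CPM (13.4 to 25.8), -7.59 on the log2 scale from the 3743 CPM of the sorted E18.5 library with 1 copy. An exchange of both labels has what it needs in the log2 ratio of 6.76 over all cells, in 561 CPM in the ECs of the library labelled null, and in levels near 0 in the mesenchymal, immune and epithelial cells of the library labelled control. The names of the deposited data give the opposite genotypes from the sample labels, which goes the same way. Free RNA is argued against for the ECs, since Cxcl12 was 3.86 higher on the log2 scale in the ECs than in the immune cells of the library labelled null. It is argued against for the pericyte-like cells as well, which held 169 CPM (155 to 184), 2.13 above the immune cells. As the whole source it is argued against for the mesenchyme by the AT2-like and ciliated-like cells alone, which free RNA would reach alike. These held 0.0446 UMIs per cell (0.0231 to 0.0779), against 0.462 (0.443 to 0.481) in the mesenchyme, which was 2.40 above the epithelial cells. The immune cells held 0.703 per cell (0.649 to 0.761) and the secretory-like cells 70 UMIs in 138 cells, not less than the mesenchyme. The AT1-like cells held 18 UMIs in 101 cells. Adventitial fibroblast-like cells held 82.5 CPM and alveolar fibroblast-like cells 15.3 CPM. The 38.1 CPM of the immune cells and the 23.6 CPM of the secretory-like cells were not explained. Genotype, sex and library are confounded here, so no biological explanation was tested.

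A cluster of 134 sorted ECs was led by mesenchymal genes, with 64 cells at E13.5. Scrublet called 30.6% of it, against 5.24% of the other ECs, and its median was 9922 UMIs against 6531. By library the calls were 35.9% against 8.44% at E13.5 and 37.5% against 1.85% at E15.5, but 0 of 11 cells (up to 28.5%) at each of E18.5 and P8, where the rate of calls was set. The median UMIs were 1.89 times those of the other ECs at E15.5, 15898 against 8412, and 1.15 times at E13.5, 7629.5 against 6616. Doublets of an endothelial and a mesenchymal cell are a candidate explanation at E15.5. At E13.5 they stay open, since the calls go with them and the UMIs hardly do, and the few cells at E18.5 and P8 decide nothing. At E13.5 its endothelial markers stood at 808 CPM, 21.2 times the 38.2 CPM of the mesenchymal cells, so mesenchymal cells placed among the ECs are argued against as the whole of the cluster. These markers were at 0.213 of the 3795 CPM in the other ECs, and sums over the cluster do not part doublets from mesenchymal cells mixed with ECs, so mesenchymal cells as a part of it stay open. An early EC population of E13.5 stays open too and was not tested.

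Genes differed between the whole-lung libraries beyond counting error in each cell class. Without the X and Y chromosomes the median size of the log2 ratio in the ECs was 0.0940, with counting error at 0.0378, but few of the genes lie there, so leaving them out could not move a median by much, and the sex of the animals stays open. With the SoupX-adjusted values the median was 0.213. SoupX had removed 18.1% of the UMIs of the library labelled null and 39.7% of those of the library labelled control. An adjustment this unequal can itself part the libraries, so the value cannot decide and free RNA stays open. The log2 ratios of the classes were correlated across genes, with a median Pearson coefficient of 0.761 over the pairs of classes, and genes are not independent replicates. The median Spearman coefficient was 0.379, and 57.0% to 65.8% of the genes of a pair had the same sign, so the Pearson value rests on the larger ratios. Whether a difference common to all classes accounts for the median gene stays open, and with 1 library per genotype it is confounded with genotype, sex and dissociation.

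The shares of the cell classes differed between the same libraries. The filters on the SoupX-adjusted values are argued against, since the difference in the EC share was 8.38 percentage points on the counts as deposited, within the counting interval of the reported 7.24 points. Cells with few genes lost unequally stay open. The EC difference was 7.17 points with at least 1000 genes per cell, but this limit left 16459 of 16515 cells, so it could hardly move the value. Genotype, sex and the yield of the dissociation stay open and were not tested.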
